# Molecular events in the cell types of the olfactory epithelium during adult neurogenesis

**DOI:** 10.1186/1756-6606-6-49

**Published:** 2013-11-22

**Authors:** Paula M Heron, Arnold J Stromberg, Patrick Breheny, Timothy S McClintock

**Keywords:** Smell, Development, Differentiation, Neuritogenesis, Immature neuron, Transcription factor, Stem cell, Microarray, Genomics

## Abstract

**Background:**

Adult neurogenesis, fundamental for cellular homeostasis in the mammalian olfactory epithelium, requires major shifts in gene expression to produce mature olfactory sensory neurons (OSNs) from multipotent progenitor cells. To understand these dynamic events requires identifying not only the genes involved but also the cell types that express each gene. Only then can the interrelationships of the encoded proteins reveal the sequences of molecular events that control the plasticity of the adult olfactory epithelium.

**Results:**

Of 4,057 differentially abundant mRNAs at 5 days after lesion-induced OSN replacement in adult mice, 2,334 were decreased mRNAs expressed by mature OSNs. Of the 1,723 increased mRNAs, many were expressed by cell types other than OSNs and encoded proteins involved in cell proliferation and transcriptional regulation, consistent with increased basal cell proliferation. Others encoded fatty acid metabolism and lysosomal proteins expressed by infiltrating macrophages that help scavenge debris from the apoptosis of mature OSNs. The mRNAs of immature OSNs behaved dichotomously, increasing if they supported early events in OSN differentiation (axon initiation, vesicular trafficking, cytoskeletal organization and focal adhesions) but decreasing if they supported homeostatic processes that carry over into mature OSNs (energy production, axon maintenance and protein catabolism). The complexity of shifts in gene expression responsible for converting basal cells into neurons was evident in the increased abundance of 203 transcriptional regulators expressed by basal cells and immature OSNs.

**Conclusions:**

Many of the molecular changes evoked during adult neurogenesis can now be ascribed to specific cellular events in the OSN cell lineage, thereby defining new stages in the development of these neurons. Most notably, the patterns of gene expression in immature OSNs changed in a characteristic fashion as these neurons differentiated. Initial patterns were consistent with the transition into a neuronal morphology (neuritogenesis) and later patterns with neuronal homeostasis. Overall, gene expression patterns during adult olfactory neurogenesis showed substantial similarity to those of embryonic brain.

## Introduction

The evolutionary advantages of maintaining neurogenesis into adulthood seem substantial given the potential for repairing damage and forming memories, yet the mammalian nervous system has significant capacity for adult neurogenesis in only three locations. It contributes to learning and memory in the olfactory bulb and hippocampus [1-5] and is used to replace olfactory sensory neurons (OSNs) in the olfactory epithelium where the neurons are more exposed to external stressors than anywhere else in the nervous system.

Consistent with the conclusion that damage drives OSN replacement, the proliferation of new OSNs is accelerated by damage and slowed by protective manipulations [6,7], events that are controlled by local signals impinging on the progenitor cells [8-16]. Analogous to the transition of embryonic neuroepithelial cells into astroglial-like adult neural stem cells located in the subventricular zone of the brain [17], these local progenitors derive from embryonic neuroepithelial cells that seed a layer, several cells thick, of basal cells located just above the basal lamina of the olfactory epithelium. Multipotent progenitor cells are present among both of the morphologically distinct classes of basal cells, horizontal basal cells and globose basal cells [11,15,18-23]. They give rise to neurally fated progenitor cells, marked first by expression of Ascl1 (Mash1) and then Neurog1 (Ngn1), which differentiate into immature OSNs. Differentiation of mature OSNs climaxes with the maturation of synapses at glomeruli in the olfactory bulb and the elaboration of cilia from the dendritic knob at the opposite pole of the neuron [24-27].

The several distinct cell types of the OSN cell lineage imply that a series of changes in gene expression programs must occur in order to produce differentiated OSNs. The molecular changes that have been described thus far [27-29] fall short of the complete characterization necessary to understand the networks of proteins that determine cellular functions [30]. In addition, the cellular origins of most changes are unknown, a common shortcoming of expression profiling analyses of dynamic processes in complex tissues. However, this can now be overcome because the vast majority of genes expressed by mature OSNs, immature OSNs, and the summed population of the other cell types in the olfactory epithelium are known [31,32]. We forced synchronous replacement of mature OSNs and characterized the molecular response, ascribing most of the molecular events to specific cell types, and in the case of immature OSNs, even to early or late stages of their differentiation.

## Results and discussion

### 24% of olfactory epithelium mRNAs respond to bulbectomy

We caused selective loss of mature OSNs by unilateral bulbectomy, which severs all OSN axons on that side of the nasal cavity and evokes a well-characterized progression of cellular events [15,27,33-36]. Mature OSNs suffer apoptosis within three days. Macrophages infiltrate in response to OSN death, peaking around 3 days and persisting for several days thereafter. Proliferation of progenitor cells with a neural fate peaks at five days, and new mature OSNs begin to increase in number only after 10 days or more. We showed previously that the most informative point in the progression of changes after bulbectomy is at 5 days when progenitor cell proliferation is at its zenith, mature OSNs are at their nadir and the population of immature OSNs should be dominated by newly formed immature OSNs [27]. Therefore, we profiled changes in mRNA abundance at this time point. 

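Olfactory epithelium came from 3 male C57BL/6 mice, 5 days after removal of the olfactory bulb on one side, so in each animal the epithelium that lost its bulb (OBX) can be compared with the epithelium of the intact side (control). The paper gives an age of 6 weeks and the sample labels an age of 8 weeks at surgery. RNA from each epithelium was hybridized to its own Affymetrix Mouse Exon 1.0 ST array, which carries probe sets for the single exons of each gene, giving 3 OBX arrays and 3 control arrays. The values used are the authors' log2 signals from robust multichip analysis (RMA), which corrects background, normalizes probe intensities across arrays and combines the probes of a probe set, as run in Affymetrix Expression Console. They are signals of probe sets at the exon level. The step from probe sets to genes was therefore repeated here, by Tukey's median polish over the probe sets that carry exactly 1 gene symbol, and the 10% of genes with the lowest mean signal were left out as in the paper. The median signal was 8.51, 8.37 and 8.40 on the control arrays of mice 1, 2 and 3 and 8.55, 8.37 and 8.44 on their OBX arrays. Pearson correlation over probe sets was 0.970 to 0.983 between arrays of the same side and 0.955 to 0.969 between the 2 sides of a mouse. Each gene was fitted in limma with mouse as a block, so that every OBX epithelium is set against the control epithelium of its own animal, and the moderated two-sided test was adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. Differences are log2 OBX minus log2 control with their standard error (SE), always over the same 3 mice. The number of mice limits precision. In simulated arrays of this design with 200 changed genes, 59.7% of genes changed by 1 on the log2 scale and 94.0% of those changed by 2 were recovered, with 5 false calls, and 0% of those changed by 0.5. Many more genes, 3326, were called in the data. The adjustment is stricter when fewer genes change, so these shares do not give the recovery in the data.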

Comparing olfactory epithelia ipsilateral and contralateral to bulbectomy, we detected transcripts from a total of 16,632 genes. Of these, 4,057 were significantly affected, with 1,723 increasing and 2,334 decreasing (Additional file 1: Table S1).

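Signals covered every layer of the epithelium. On the control side Omp, the marker protein of mature OSNs, averaged 14.22 ± 0.05 on the log2 scale (SD, n = 3 mice), the growth-cone protein gene Gap43 of immature OSNs 12.37 ± 0.09, the basal cell keratin gene Krt5 10.94 ± 0.03 and the sustentacular cytochrome P450 gene Cyp2g1 13.93 ± 0.05. Odorant receptors, each expressed by a small fraction of OSNs, made up 730 of the 14670 genes tested. Another 10 were trace amine-associated receptors, the second receptor family of the main olfactory epithelium. These 14670 genes are what remained of 16299 after the 10% with the lowest mean signal were left out. Of the probe sets, 208397 carry 1 gene symbol, 3965 carry several and 17219 are not named in the annotation used here, and a gene had a median of 11 probe sets.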

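On the OBX side 1876 of 14670 genes were lower and 1450 higher (limma, adjusted over all genes tested). All of them changed in the same direction in each of the 3 mice, but with 3 mice a call at this threshold already requires that. It is therefore not separate evidence. Odorant receptors were 601 of the lower genes. Among the deepest falls outside the receptors were Scgn (log2 difference -3.01, SE 0.30, limma adjusted p = 0.00585), which encodes the calcium-binding protein secretagogin, the sodium channel subunit gene Scn4b (log2 difference -2.68, SE 0.32, limma adjusted p = 0.00825), and Slc1a2 (log2 difference -2.68, SE 0.18, limma adjusted p = 0.00271), a glutamate transporter gene. Of the lower genes 825 fell more than 2-fold, and of the higher genes 37 rose more than 2-fold. The largest rises were in 2 neighbouring genes for chitinase-like lectins made by macrophages and stressed epithelia, Chil3 (log2 difference 3.24, SE 0.44, limma adjusted p = 0.0114) and Chil4 (log2 difference 3.12, SE 0.33, limma adjusted p = 0.00626), which share much of their sequence. Gpnmb, a membrane glycoprotein gene of phagocytes, rose by 2.10 (SE 0.28, limma adjusted p = 0.0113). Each fit on 2 mice lost calls, with 62 genes higher and 819 lower without mouse 3, 976 and 1560 without mouse 1, and 1115 and 1441 without mouse 2. The methods' t-test gave 1605 higher and 2233 lower at unadjusted p under 0.05, and 0 and 1 at 0.05 after Benjamini-Hochberg adjustment. The paper states a bound on the false discovery rate well above 0.05 for its threshold. The second pair of counts is therefore no test of the paper's calls at the rate it accepted. Which direction holds more genes depends on the scaling: quantile normalization gave 1899 higher and 1717 lower, centring on the median level of ribosomal protein genes, which leaves their median difference at 0.26, 2057 and 1807, and centring on the median 1649 and 1791 (52.5%, 53.2% and 47.9% of the calls higher). Scaled on the deviation of ribosomal protein genes, a choice made after seeing the data that brings their median difference to 0.03 and moves the median of all genes from -0.01 to -0.22, 8.28% of the calls were higher against 43.6% in the main comparison.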

Recent data on the expression of most genes in OSNs make it possible to identify the cellular origins of many of these significantly affected mRNAs [31]. These measures come in two forms, the probabilities of expression specific to cell type categories (P_(sp)_) and the probabilities of expression in each cell type category (P_(in)_), irrespective of expression in other categories. The cell type categories are four: (1) mature OSNs, (2) immature OSNs, (3) both mature and immature OSNs (Shared) and (4) the summed population of all non-OSN cell types (Other). P_(sp)_ and P_(in)_ values are available for 2,533 of the significantly different mRNAs. They revealed that decreased and increased mRNAs had distinctly different cellular origins (Figure 1). 

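Marker genes of the cell types differ in direction. All 15 measured mature OSN markers were lower on the OBX side (15 also when adjusted over the list alone), with a list mean of -1.55 ± 0.40 (SD, n = 3 mice) and -1.17, -1.96 and -1.52 in mice 1, 2 and 3. No marker of dividing precursors or macrophages was lower: 9 of 15 markers of globose basal cells and neuronal precursors, the dividing cells that make OSNs, were higher (10 when adjusted over the list alone, list mean 0.50 ± 0.13 (SD, n = 3 mice)), and so were 10 of 26 macrophage markers (22 when adjusted over the list alone, list mean 0.76 ± 0.30 (SD, n = 3 mice)). Immature OSN markers had a list mean of 0.01 ± 0.09 (SD, n = 3 mice). By limma's camera test of a list against all other genes the mature OSN list fell (adjusted p = 1.48e-09, but adjusted p = 0.397 with an estimated correlation), and the precursor list rose (adjusted p = 3.66e-06, but adjusted p = 0.397 with an estimated correlation) as did the macrophage list (adjusted p = 7.89e-09, but adjusted p = 0.397 with an estimated correlation). Over 53 lists 36 passed with the preset correlation and 0 with an estimated one. In simulated arrays of this design a list with a true shift of 0.5 also failed the second form (camera adjusted p = 0.183). Not passing it therefore cannot decide against a shift. The number of macrophage calls varied with the setting. It was 4 of 26 higher without the mouse block, 5 without mouse 3 and 5 by the methods' t-test at unadjusted p. It was 16 with trend and robust or the lowest 30% left out, and 24 with arrays centred on ribosomal protein genes. The list median was 0.73, and 0.82 without mouse 3, so the fewer calls there did not come with a smaller rise. Precursor calls were 3 of 15 without mouse 3 and 5 without mouse 1. The paper takes the bulbectomized epithelium at 5 days, when mature OSNs are few and progenitors divide most, assigns the changed mRNAs to cell types by published expression probabilities, and reasons that decreased mRNAs tended to be those of mature OSNs and increased ones those of immature OSNs or of cells that are not OSNs. Those probabilities are not analysed here, and the marker lists rest on the arrays alone.

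**Figure D1:**
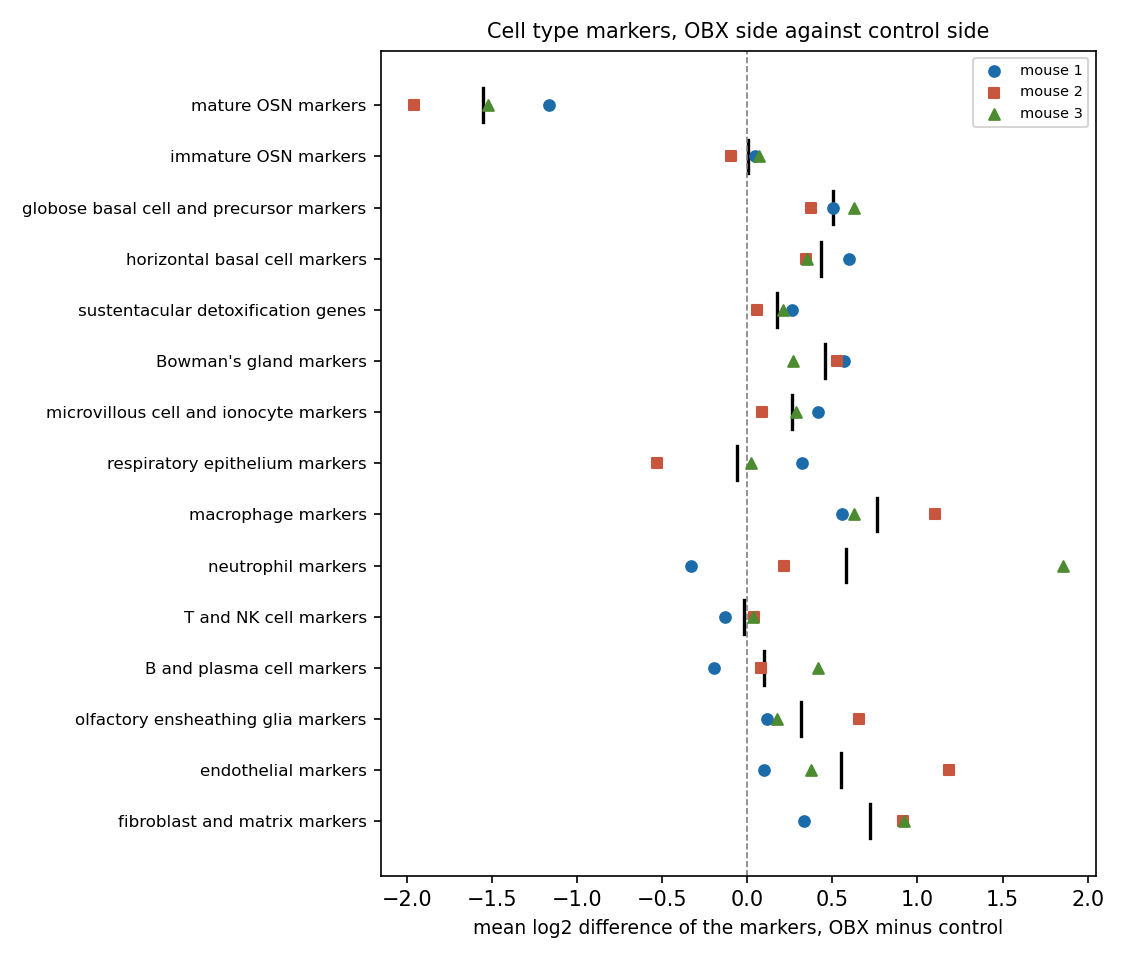
Mean log2 difference, OBX minus control, of the marker genes of each cell type in the olfactory epithelium 5 days after bulbectomy. Each coloured symbol is 1 of the 3 mice, the black tick is the mean of the 3 mice, and the dashed line marks no difference.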

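Genes for the specialized ends of the mature OSN, its cilia and its synapse, were lower on the OBX side. Among genes for ciliary transport and the BBSome, which carries membrane proteins into cilia, 17 of 31 fell and 0 rose (23 when adjusted over the list alone), among them Ttc8 (log2 difference -1.03, SE 0.08, limma adjusted p = 0.00347), Bbs5 (log2 difference -0.79, SE 0.08, limma adjusted p = 0.00618) and the ciliary kinesin gene Kif17 (log2 difference -0.80, SE 0.08, limma adjusted p = 0.00639). Of presynaptic genes 18 of 25 fell (21 when adjusted over the list alone), including the vesicle protein genes Sv2b (log2 difference -1.49, SE 0.09, limma adjusted p = 0.00198), Syt1 (log2 difference -1.49, SE 0.12, limma adjusted p = 0.00385) and Syp (log2 difference -1.51, SE 0.12, limma adjusted p = 0.00387), and the membrane fusion gene Snap25 (log2 difference -1.49, SE 0.12, limma adjusted p = 0.00363). Voltage-gated channels, which shape firing, fell in 15 of 23 (17 when adjusted over the list alone), with Hcn2 (log2 difference -1.55, SE 0.11, limma adjusted p = 0.00274), which encodes a pacemaker channel, and the calcium channel gene Cacna1h (log2 difference -1.18, SE 0.08, limma adjusted p = 0.0029). List medians were -0.53 for cilia (camera adjusted p = 1.23e-08, adjusted p = 0.415 with an estimated correlation), -0.85 for the synapse (camera adjusted p = 3.5e-10, but adjusted p = 0.397 with an estimated correlation) and -0.56 for channels (camera adjusted p = 1.04e-06, but adjusted p = 0.387 with an estimated correlation). Without mouse 3 the counts were 3, 13 and 9.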

Consistent with this evidence that the decreased mRNAs belonged to mature OSNs, functional bioinformatics (Table 1) revealed overrepresentation of mRNAs encoding proteins involved in several processes known to be restricted to mature OSNs, such as olfactory transduction, the elaboration of cilia and the final maturation of synapses. In contrast, overrepresented functional categories related to processes that occur in non-OSN cell types and immature OSNs such as development, cell proliferation, and transcriptional regulation were found among the mRNAs that increased (Table 2).

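Cell division genes rose on the OBX side. Of 26 genes of mitosis 23 rose and 0 fell (26 when adjusted over the list alone), at 0.59, 0.70 and 0.97 in mice 1, 2 and 3. Examples are Cdk1 (log2 difference 0.98, SE 0.11, limma adjusted p = 0.00686), the kinase that drives entry into mitosis, the spindle checkpoint kinase genes Ttk (log2 difference 0.89, SE 0.09, limma adjusted p = 0.00599) and Bub1 (log2 difference 0.90, SE 0.10, limma adjusted p = 0.0076), and Kif20a (log2 difference 0.85, SE 0.09, limma adjusted p = 0.00621), a kinesin gene of cytokinesis. DNA replication had 12 of 29 genes higher and 0 lower (18 when adjusted over the list alone), such as Tyms (log2 difference 0.66, SE 0.10, limma adjusted p = 0.0132), the thymidylate synthase gene, and Mcm6 (log2 difference 0.73, SE 0.12, limma adjusted p = 0.0173), a subunit gene of the replicative helicase. Both lists passed limma's camera test (mitosis median 0.78, adjusted p = 2.12e-12, but adjusted p = 0.397 with an estimated correlation, replication median 0.38, adjusted p = 1.04e-06, but adjusted p = 0.397 with an estimated correlation). In the Notch pathway, which sets cell fate among progenitors, 2 of 14 genes rose (1 when adjusted over the list alone), Lfng (log2 difference 0.56, SE 0.11, limma adjusted p = 0.026), a modifier of Notch receptors, and Notch2 (log2 difference 0.41, SE 0.09, limma adjusted p = 0.0398), but 0 without mouse 1, 0 without mouse 3 and 0 with the median of probe sets, and 1 was higher and 3 lower with scaling on the deviation of ribosomal protein genes. Without mouse 3, 2 mitosis genes and 0 replication genes passed, without mouse 1, 6 replication genes did, and that scaling left 13 and 3.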

**Figure 1:**
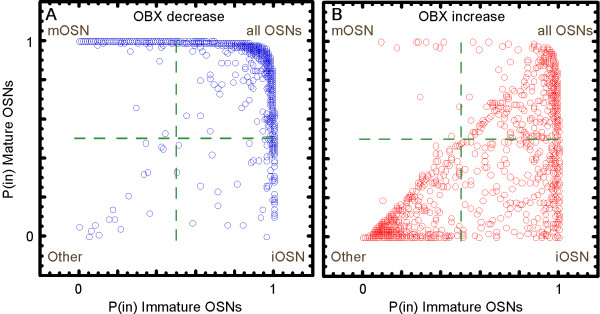
**Correspondence of molecular and cellular changes in the olfactory epithelium at 5 days after bulbectomy (OBX).** These plots separate gene expression patterns into four quadrants, each representing distinct cell type categories as labeled. **A**. Transcripts that decreased after OBX tended to be expressed in mature OSNs (upper quadrants). **B**. Transcripts that increased after OBX tended to be expressed by immature OSNs (right quadrants) or by cell types other than OSNs (lower left quadrant).

**Table 1:** Overrepresented biological processes among mRNAs that decreased after bulbectomy

**Gene ontology term**	**# of Genes**
Olfactory transduction (3)	610
Odorant receptor (3)	591
Trace amine-associated receptor (1)	10
Olfaction (3)	586
Neural functions (2)	579
Synaptic transmission (2)	50
Cilia (1)	13
Ion channels (2)	33

Ordered by strength of over-representation. Parentheses, number of significant categories combined under one heading.

**Table 2:** Overrepresented biological processes among mRNAs that increased after bulbectomy

**Gene ontology term**	**# of Genes**
Cell cycle, DNA replication, mitosis (27)	652
Regulation of transcription (14)	223
Protein phosphorylation (38)	635
Apoptosis (12)	128
Fatty acid metabolism (1)	41
Protein interaction domains (11)	118
Development (28)	229
Cell motion and migration (8)	98
Cytoskeletal organization (13)	167
Focal adhesion (3)	16
DNA binding (3)	385
Lipid metabolism (2)	16
Immune response (1)	33
Extracellular matrix (3)	45
Regulation of cell size (2)	29
FERM domain proteins (6)	14

Ordered by strength of over-representation. Parentheses, number of significant categories combined under one heading.

### Mature OSN transcripts decrease

The loss of mature OSNs after bulbectomy predicts that these cells express most mRNAs that decreased. Indeed, 94% of decreased mRNAs had a probability of expression in mature OSNs (P_(in)_ mature OSN) of > 0.5. The average P_(in)_ mature OSNs was 0.87 for decreased mRNAs. When we used P_(sp)_ mature OSN values > 0.5 to identify mature OSN-specific mRNAs, we found that nearly all were decreased mRNAs (Figure 2A). 

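Mature OSN genes of the odour response fell together. Adcy3, the adenylyl cyclase of the cilia, fell by 2.05 (SE 0.22, limma adjusted p = 0.00677) on the log2 scale, Gnal, the olfactory G protein α subunit gene, by 1.16 (SE 0.10, limma adjusted p = 0.00387), and Gng13, a G protein γ subunit gene, by 1.23 (SE 0.12, limma adjusted p = 0.00558). The genes that end the odour response fell too, Pde1c, which breaks down cyclic AMP, by 1.84 (SE 0.16, limma adjusted p = 0.0045), and Slc24a4, the exchanger that clears calcium from cilia, by 1.00 (SE 0.09, limma adjusted p = 0.00449). Omp fell by 1.01 (SE 0.19, limma adjusted p = 0.024), with values of -0.67, -1.54 and -0.84 in mice 1, 2 and 3, and an adjusted p = 0.0696 without mouse 3 (limma). Its control signal lies near the top of the range of the arrays. Odorant receptors themselves fell in 601 of 730 cases and rose in 0 (646 lower and 1 higher when adjusted over the list alone), with a median of -1.65 and -1.47, -1.76 and -1.57 in mice 1, 2 and 3 (camera adjusted p = 6.71e-62, but adjusted p = 0.285 with an estimated correlation). Among the deepest were Olfr811 (log2 difference -3.86, SE 0.10, limma adjusted p = 0.00135) and Olfr177 (log2 difference -3.76, SE 0.21, limma adjusted p = 0.00194). Of the trace amine-associated receptors, used by a separate set of OSNs, 9 of 10 fell (10 when adjusted over the list alone, median -2.06, camera adjusted p = 7.79e-09, but adjusted p = 0.302 with an estimated correlation), among them Taar4 (-2.67) and Taar2 (-2.56). With the lowest 30% of genes by signal left out, 330 odorant receptors passed, with fewer of them tested. Receptor probe sets can also bind related receptors, so single values are less certain than the family as a whole.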

Existing in situ hybridization data [31] included 58 mature OSN mRNAs among the significantly decreased mRNAs (Figure 2A). As expected, 44 of these mRNAs (76%) were expressed primarily in mature OSNs. The remaining 14 showed some expression in immature OSNs along with their expression in mature OSNs.

**Figure 2:**
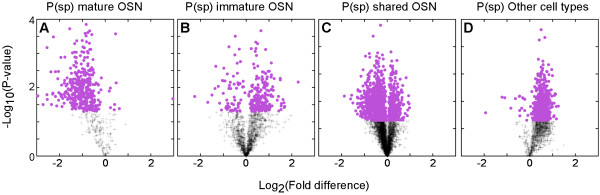
**Gene expression differences across cell types predict mRNA abundance changes after bulbectomy. A**. Significantly affected mRNAs (magenta) expressed primarily by mature OSNs nearly all decreased. **B**. Significantly affected mRNAs expressed primarily by immature OSNs tended to increase, but some decreased instead. **C**. Significantly affected mRNAs expressed primarily by both mature and immature OSNs had only a slight bias toward decreased abundance. **D**. Significantly affected mRNAs expressed primarily by non-OSN cell types nearly all increased.

Nine mRNAs had P_(sp)_ values predicting expression in mature OSNs yet they increased rather than decreased after bulbectomy (Figure 2A). These mRNAs represented only 2.3% of the significantly affected mRNAs with P_(sp)_ mature OSN values > 0.5, well within the error rate for P_(sp)_ cell type assignments and therefore likely to be errors of this type. 

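Of the mRNAs that ran against the prediction, Mylip, Atp13a5 and Nol6 are the ones the paper names. Mylip, which encodes a ubiquitin ligase that lowers lipoprotein receptors, rose by 0.51 (SE 0.08, limma adjusted p = 0.0176), with 0.49, 0.56 and 0.47 in mice 1, 2 and 3. Atp13a5, a cation transport ATPase gene, had a difference of 0.31 (SE 0.09, limma adjusted p = 0.0727), and Nol6, a nucleolar protein gene for ribosome assembly, of 0.17 (SE 0.08, limma adjusted p = 0.209). So 1 of 3 was higher with adjustment over all genes and 2 of 3 when adjusted over the list alone, a list the study chose on these samples and so not independent evidence. As a list they passed limma's camera test (adjusted p = 0.0468, but adjusted p = 0.397 with an estimated correlation, and adjusted p = 0.0786, 0.067 and 0.107 without mouse 1, 2 or 3, 0.0593 with the lowest 30% left out, 0.0639 after quantile normalization, 0.174 with arrays centred on ribosomal protein genes and 0.0512 with the mean of probe sets). Without mouse 3, 0 of the 3 passed, and the methods' t-test at unadjusted p gave 2, Mylip and Nol6.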

As expected, in situ hybridization for several of these mRNAs consistently revealed expression that was not restricted to mature OSNs but was instead primarily in other cell types (Additional file 2). In contrast, new in situ hybridization for 12 mRNAs with P_(sp)_ values predicting expression in mature OSNs that decreased after bulbectomy all showed expression in mature OSNs: Arl3, Atrn, Bnip3, Cox5a, Fam179b, Fnbp1, Grip1, Ppme1, Ift80, Rab6b, Pafah1b1, and Tshz2 (Additional file 3).

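Among the 12 mRNAs, 9 fell on the OBX side with adjustment over all genes and 12 when adjusted over the list alone, a list the study chose on these samples and so not independent evidence. Among the falls were Tshz2 (log2 difference -0.74, SE 0.09, limma adjusted p = 0.00825), a zinc-finger regulator gene, Rab6b (log2 difference -0.75, SE 0.09, limma adjusted p = 0.00928), which encodes a neuronal Golgi GTPase, and 2 cilium genes, Ift80 (log2 difference -0.75, SE 0.10, limma adjusted p = 0.0111) and Arl3 (log2 difference -0.62, SE 0.09, limma adjusted p = 0.0141). Cox5a, a subunit gene of cytochrome oxidase, had a difference of -0.29 (SE 0.08, limma adjusted p = 0.0639), Grip1, a receptor scaffold gene, of -0.23 (SE 0.08, limma adjusted p = 0.111), and Fam179b, now named Togaram1 and needed for cilia, of -0.27 (SE 0.10, limma adjusted p = 0.12). The 3 mice were close: the list mean was -0.50 ± 0.02 (SD, n = 3 mice). The list passed limma's camera test (adjusted p = 1.25e-05, but adjusted p = 0.302 with an estimated correlation). In fits that left out mouse 3 or mouse 1, 0 and 4 genes passed.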

### Increased mRNAs identify active processes in non-OSN cell types

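Markers of basal cells, glia and stroma rose or did not pass the test on the OBX side, and 0 fell. Among precursors the transcription factor genes Neurod1 (log2 difference 0.97, SE 0.11, limma adjusted p = 0.00737) and Mybl1 (log2 difference 1.00, SE 0.12, limma adjusted p = 0.00816) rose, the first a driver of neuronal differentiation and the second a regulator of dividing progenitors, as did Rcor2 (log2 difference 0.65, SE 0.10, limma adjusted p = 0.0151), which encodes a corepressor partner of histone demethylases. Stroma rose with them: 8 of 13 fibroblast and matrix markers were higher (12 when adjusted over the list alone), including Fn1 (log2 difference 1.16, SE 0.18, limma adjusted p = 0.0148) and Postn (log2 difference 0.82, SE 0.15, limma adjusted p = 0.0226), genes of wound matrix, with a mean of 0.33, 0.92 and 0.92 in mice 1, 2 and 3 (camera adjusted p = 6.89e-06, but adjusted p = 0.459 with an estimated correlation). Ensheathing glia, which wrap the OSN axons, had 2 of 10 markers higher (2 when adjusted over the list alone), S100b (log2 difference 0.58, SE 0.10, limma adjusted p = 0.0212) and Erbb3 (log2 difference 0.42, SE 0.10, limma adjusted p = 0.0399), and endothelium 1 of 10 (0 when adjusted over the list alone), the receptor gene Kdr (log2 difference 0.63, SE 0.16, limma adjusted p = 0.0469), with a mean of 0.10, 1.19 and 0.38 in mice 1, 2 and 3. T and NK cell markers (0 of 7, median -0.06) and B cell markers (0 of 5, median 0.03) had no calls. Without mouse 3, 0 fibroblast, 0 glial and 0 endothelial markers passed, and without mouse 2, 1 fibroblast and 0 endothelial markers. With arrays centred on ribosomal protein genes 13 fibroblast and 7 endothelial markers passed, at adjusted p under 0.20, 13 and 8, and by the methods' t-test at unadjusted p, 2 and 0.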

As expected, significantly affected mRNAs expressed primarily by the non-OSN cell types in the olfactory epithelium (P_(sp)_ Other > 0.5) were nearly all increased, rather than decreased, after bulbectomy (Figure 2D). Existing in situ hybridization data for 28 mRNAs in this category revealed that all but one were expressed primarily by cell types that survive bulbectomy (anything other than mature OSNs): 16 in basal cells, 6 in sustentacular cells, 1 in scattered cells that may be infiltrating macrophages, 2 in immature OSNs and another 2 in a combination of basal cells, sustentacular cells, and immature OSNs. These data confirmed that mRNAs with P_(sp)_ Other > 0.5 that increased after bulbectomy were indeed expressed primarily in cell types other than mature OSNs.

Increased mRNA abundance after the loss of mature OSNs, which constitute about half the cells in the adult olfactory epithelium, might result merely from increased prevalence of the remaining cell types. This is especially true for mRNAs expressed by infiltrating macrophages, whose abundance can increase many-fold after bulbectomy [36]. However, for mRNAs expressed by the permanently resident cell types in the epithelium, the evidence suggests that increased cellular prevalence explains only a small fraction of the increased mRNAs. For example, of 10 documented markers of sustentacular cells and Bowman’s glands [31,32,37-43], only 2 were increased (Epas1 and Aqp5) while the other 8 were unaffected (Cbr2, Tyro3, Slc2a1, Slc2a3, Slc16a7, Aldh1a1, Cyp2a4/5 and Cyp2g1). These differences were not correlated with expression in neighboring respiratory epithelium (e.g., Epas1 and Cbr2 are expressed in respiratory epithelium, but Aqp5 is not), so contamination from respiratory epithelium did not obscure the effects of changes in cell type prevalence on mRNA abundance changes. 

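Of the 10 named markers, 2 rose: Epas1 (log2 difference 0.38, SE 0.08, limma adjusted p = 0.0347), which encodes a hypoxia-regulated transcription factor, and Aqp5 (log2 difference 0.37, SE 0.09, limma adjusted p = 0.0465), a water channel gene of Bowman's glands. The same 2 passed when adjusted over the list alone. The other 8 ranged from -0.25 for the monocarboxylate transporter gene Slc16a7 (SE 0.12) to 0.24 for the glucose transporter gene Slc2a3 (SE 0.10), with the sustentacular enzyme genes Cyp2g1 at -0.08 (SE 0.08) and Cbr2 at 0.05 (SE 0.08). Of the pair written Cyp2a4/5, only Cyp2a4 was analysed here, at -0.02 (SE 0.13). As a list the 10 had a median of 0.01 and did not pass limma's camera test (adjusted p = 0.558). A wider list of detoxification enzymes of sustentacular cells had 3 of 18 higher (3 when adjusted over the list alone), Fmo1 (log2 difference 0.58, SE 0.08, limma adjusted p = 0.0127), Gstp1 (log2 difference 0.55, SE 0.09, limma adjusted p = 0.0193) and Ephx1 (log2 difference 0.41, SE 0.09, limma adjusted p = 0.0312). Bowman's gland markers had 3 of 5 higher (3 when adjusted over the list alone), among them the mucin gene Muc5b (log2 difference 0.83, SE 0.12, limma adjusted p = 0.0139) and the duct regulator gene Sox9 (log2 difference 0.52, SE 0.08, limma adjusted p = 0.0158), with 0.57, 0.53 and 0.27 in mice 1, 2 and 3 (camera adjusted p = 0.0121, but adjusted p = 0.397 with an estimated correlation). Microvillous cells and ionocytes had 3 of 11 higher (5 when adjusted over the list alone), including Cftr (log2 difference 0.63, SE 0.12, limma adjusted p = 0.024), the chloride channel gene of ionocytes. Epas1 and Aqp5 did not pass when any 1 mouse was left out, and in the fit without the mouse block 1 of the 10 did. Detoxification, gland and microvillous markers that passed numbered 1, 2 and 0 without mouse 1, 5, 2 and 4 without mouse 2, and 0, 1 and 0 without mouse 3.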

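Reg3g, a lectin gene of the respiratory epithelium, had a log2 difference of 0.36 (SE 0.11, limma adjusted p = 0.0693), with 0.52, 0.15 and 0.42 in mice 1, 2 and 3. Another marker of that epithelium, Agr2 (log2 difference 0.45, SE 0.12, limma adjusted p = 0.0585) of its secretory cells, did not pass either. Under 16 other settings Reg3g passed in 3 and Agr2 in 6. Of 12 respiratory markers 0 rose and 3 fell (2 and 3 when adjusted over the list alone): Ccdc40 (log2 difference -1.01, SE 0.16, limma adjusted p = 0.0158), Ccdc39 (log2 difference -0.66, SE 0.12, limma adjusted p = 0.0238) and Dnah11 (log2 difference -0.65, SE 0.09, limma adjusted p = 0.0115), all genes of motile cilia. Their mean varied between mice, with 0.32, -0.53 and 0.02 in mice 1, 2 and 3, and the list did not pass limma's camera test (adjusted p = 0.744). Leaving out mouse 3 left 0 of the 3 falls. Respiratory markers that passed as higher numbered 4 without mouse 2, 3 with arrays centred on ribosomal protein genes, 2 with trend and robust and 4 at adjusted p under 0.20.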

Consistent with this interpretation, the canonical marker used to distinguish respiratory epithelium from olfactory epithelium, Reg3g [43], was not significantly increased after bulbectomy. Overall, only 39% of the mRNAs with P_(sp)_ Other > 0.5 (552 of 1,398) were significantly affected by bulbectomy. These findings argue that increased prevalence of several cell types due to the loss of mature OSNs may not be the sole factor driving increased mRNA abundance. We hypothesize that increased transcriptional activation of the genes encoding proteins most critical for olfactory neurogenesis also contributes so that many of the largest and most consistent increases derive from genes actively responding to bulbectomy with increased transcription in the surviving cell types.

Biological process categories fundamental to olfactory neurogenesis should dominate the results of functional bioinformatics analysis of increased mRNAs expressed primarily in non-OSN cell types. Indeed, when done using the mRNAs with P_(sp)_ Other values > 0.5 this analysis revealed that most overrepresented processes were associated with sensory organ development, cell proliferation, regulation of transcription and associated signaling events (Table 3). These tended to be related categories that derive from partially overlapping sets of mRNAs. For example, the sensory organ development category derived largely from 16 transcription factors important for development and differentiation, including several previously shown to be involved in olfactory neurogenesis, such as Neurog1, Six1, Pax6, Foxg1, and Gli3 [44-48]. 

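Neurog1, the proneural gene of globose basal cells, rose by 0.87 (SE 0.08, limma adjusted p = 0.00535). Gli3, a transcription factor of Hedgehog signalling, rose by 0.91 (SE 0.10, limma adjusted p = 0.00712), and Pax6, needed to form the olfactory placode, by 0.60 (SE 0.08, limma adjusted p = 0.0114). All 3 of these genes were higher (3 when adjusted over the list alone), a list the study chose on these samples and so not independent evidence, and 2 of 3 without mouse 3. The list median was 0.87 (camera adjusted p = 0.00286, but adjusted p = 0.387 with an estimated correlation).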

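Some macrophage and lysosome genes rose on the OBX side. Cd68 (log2 difference 1.09, SE 0.10, limma adjusted p = 0.00454), a lysosomal glycoprotein gene of macrophages, rose, as did Lyz2 (log2 difference 1.02, SE 0.11, limma adjusted p = 0.00667), which encodes lysozyme, and C1qb (log2 difference 1.06, SE 0.15, limma adjusted p = 0.0133), a complement gene. The cathepsin genes Ctsz (log2 difference 0.72, SE 0.12, limma adjusted p = 0.0198), Ctsh (log2 difference 0.69, SE 0.10, limma adjusted p = 0.0148), Ctsl (log2 difference 0.42, SE 0.08, limma adjusted p = 0.0264) and Ctsd (log2 difference 0.37, SE 0.08, limma adjusted p = 0.0379), which encode lysosomal proteases, rose too, and Hexa (log2 difference 0.59, SE 0.08, limma adjusted p = 0.0126), a hexosaminidase gene, did as well. Lysosome genes as a whole gave 16 of 42 higher and 2 lower (19 and 4 when adjusted over the list alone), with a list mean of 0.27 ± 0.09 (SD, n = 3 mice) (camera adjusted p = 0.000487, but adjusted p = 0.424 with an estimated correlation). The 2 that fell were Neu1 (log2 difference -0.70, SE 0.10, limma adjusted p = 0.0133), a sialidase gene, and Acp2 (log2 difference -0.67, SE 0.09, limma adjusted p = 0.0101), an acid phosphatase gene. Markers of stroma moved the same way (fibroblast list mean 0.72 ± 0.34 (SD, n = 3 mice)). Only 1 lysosome gene passed as higher without mouse 3, and 3 did with scaling on the deviation of ribosomal protein genes, while an adjusted p under 0.20 admitted 26.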

Even the lysosome category represented events important for adult olfactory neurogenesis because it consisted primarily of genes expressed strongly by macrophages (e.g., Cd68, cathepsins, hexosaminidases) that infiltrate the epithelium [49-52]. These macrophages help clear debris from dead OSNs for several days after bulbectomy and contribute to a local environment that supports proliferation of new OSNs [36,53]. In addition, because much of the material taken up by phagocytosis is lipid membrane, we reasoned that the fatty acid metabolic processes category, which contained enzymes involved in the β-oxidation of fatty acids and synthesis or recycling of lipid intermediates (Elovl5, Elovl6, Gpam, Acsl1, Acsl5, Acot11, Pecr, Acadl, Cpt1a, Crot, Hadh and Lypla1), would also represent genes expressed primarily by macrophages. 

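Of the 12 named fatty acid genes 11 rose on the OBX side (12 when adjusted over the list alone), a list the study chose on these samples and so not independent evidence. Fatty acid elongases were among them, Elovl6 (log2 difference 0.54, SE 0.08, limma adjusted p = 0.0157) and Elovl5 (log2 difference 0.60, SE 0.12, limma adjusted p = 0.031), and so were Cpt1a (log2 difference 0.45, SE 0.08, limma adjusted p = 0.0228), the gate to mitochondrial oxidation, and Crot (log2 difference 0.45, SE 0.08, limma adjusted p = 0.0234), a peroxisomal carnitine transferase gene. Acsl1, which encodes an acyl-CoA synthetase, had a difference of 0.33 (SE 0.10, limma adjusted p = 0.0732). The mice were close to each other, at 0.45, 0.43 and 0.47 in mice 1, 2 and 3 (camera adjusted p = 3.66e-06, but adjusted p = 0.302 with an estimated correlation). The wider list of mitochondrial beta-oxidation genes had 5 of 19 higher and 0 lower (5 when adjusted over the list alone), for example Decr1 (log2 difference 0.50, SE 0.08, limma adjusted p = 0.0179), with a median of 0.20 that falls to -0.00142 with scaling on the deviation of ribosomal protein genes (camera adjusted p = 0.0011 in the main scaling, but adjusted p = 0.369 with an estimated correlation). Counts for the 12 genes were sensitive to the set of arrays: 0 without mouse 3, 2 without mouse 1, 7 without mouse 2, 0 with the ribosomal deviation scaling and 5 with gene values taken as the median of probe sets. Of the 19 beta-oxidation genes 0 passed without mouse 3, 1 without mouse 1, 3 without mouse 2, 3 with the median of probe sets and 0 with the deviation scaling.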

We did in situ hybridization for 12 of the mRNAs found in these two categories, predicting that they would show patterns of expression modeled by the macrophage marker, Cd68 (Figure 3A,B). Labeled cells were scattered around the olfactory epithelium; and even more prominent was the increased labeling of cells in the olfactory nerve bundles ipsilateral to unilateral bulbectomy (Figure 3C-X). This pattern is characteristic of the locations of Cd68-positive macrophages.

**Table 3:** Overrepresented biological processes among non-OSN cell type transcripts that increased after bulbectomy

**Gene ontology term**	**# of Genes**
Cell cycle, cell division, mitosis, DNA replication (40)	68
Positive regulation of transcription (7)	36
Kinases; signaling, cell cycle control & transcription (18)	78
Lysosomes (4)	18
Sensory organ development (7)	21
Fatty acid metabolic processes (2)	21

Ordered by strength of over-representation. Parentheses, number of significant categories combined under one heading.

**Figure 3:**
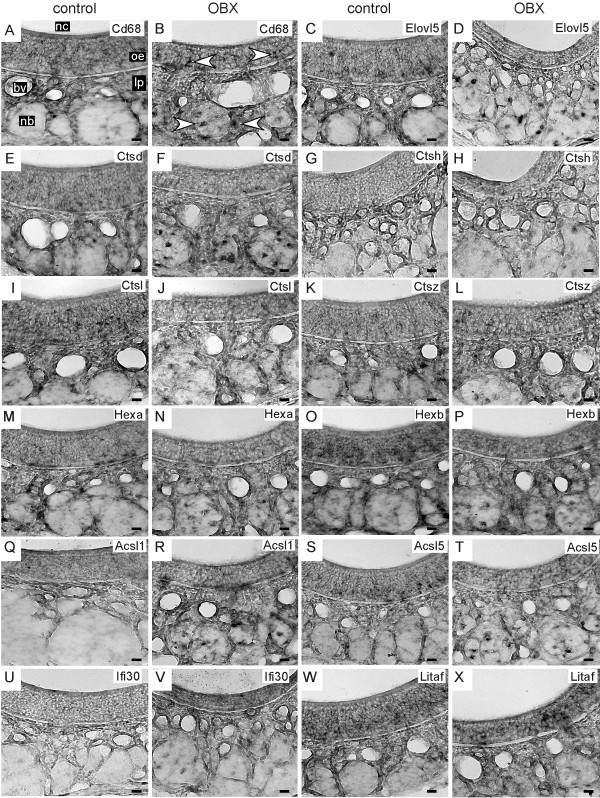
**In situ hybridization for the macrophage marker Cd68 (A,B) and a set of 11 genes predicted to be expressed in macrophages (C – X) in tissue sections of olfactory epithelium ipsilateral to olfactory bulbectomy (OBX) and contralateral to OBX (control).** Arrows in B mark examples of macrophages labeled by Cd68. Bv, blood vessel; lp, lamina propria; nb, nerve bundle; nc, nasal cavity; oe, olfactory epithelium. Scale bars, 20 μm.

The overrepresented biological processes among increased non-OSN mRNAs (Table 3) were a subset of the overrepresented biological processes among the set of all increased mRNAs (Table 2). Not surprisingly, the nonoverlapping categories between these two lists were due either to mRNAs expressed primarily by immature OSNs (Table 4) or to biological processes that arose from combinations of immature OSN mRNAs and non-OSN mRNAs.

**Table 4:** Overrepresented biological processes among immature OSN RNAs that increased after bulbectomy

**Gene ontology term**	**# of Genes**
Focal adhesion (5)	11
ER, Golgi & vesicular trafficking (25)	131
Kinases & nucleotide binding (17)	88
Regulation of cytoskeletal organization (6)	24

Ordered by strength of over-representation. Parentheses, number of significant categories combined under one heading.

As with the prediction of mature OSN mRNAs, there is an error rate in the prediction of genes expressed in non-OSN cell types (4%) that could account for the 15 mRNAs with P_(sp)_ Other > 0.5 that decreased, rather than increased (Figure 2D). As predicted by their response to bulbectomy, in situ hybridization for several of these mRNAs consistently revealed disagreement with P_(sp)_ values and expression primarily in the OSN layers of the olfactory epithelium (Additional file 4).

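Of the 4 mRNAs shown, Fam53b and Ivns1abp fell on the OBX side. Fam53b, a regulator of β-catenin entry into the nucleus, fell by 0.59 (SE 0.09, limma adjusted p = 0.0152) on the log2 scale, and Ivns1abp (written Ivns1bp1 in the paper), an actin-binding kelch protein gene, by 0.46 (SE 0.08, limma adjusted p = 0.0233). Clasp2, a microtubule plus-end gene, had a difference of -0.22 (SE 0.08, limma adjusted p = 0.119), and Pak1ip1 (written Pak1ip), which acts in ribosome assembly, of -0.08 (SE 0.08, limma adjusted p = 0.522). That makes 2 of 4 lower, and 2 when adjusted over the list alone, a list the study chose on these samples and so not independent evidence. In the camera test of limma the list gave an adjusted p = 0.0468, then adjusted p = 0.459 with an estimated correlation and adjusted p = 0.0511 without the mouse block, and adjusted p = 0.0976, 0.0501 and 0.127 without mouse 1, 2 or 3, 0.218 with arrays centred on ribosomal protein genes and 0.0674 with the median of probe sets. By the methods' t-test at unadjusted p all 4 were lower. Without mouse 1, 2 or 3 the counts were 1, 1 and 0.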

There are some mRNAs expressed by non-OSN cell types whose repressive actions on the OSN cell lineage argue that they might decrease, rather than increase, during induced neurogenesis. For example, Trp63 promotes self-renewal of horizontal basal cells at the expense of proliferation of daughter cells that can differentiate into other cell types [54]. In situations where horizontal basal cells are activated to provide daughter cells for OSN replacement, Trp63 should decrease. However, we detected an increase in Trp63 mRNA abundance after bulbectomy (p = 0.0012; fold difference = 1.283). 

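Several genes of horizontal basal cells, the reserve stem cells on the basal lamina, rose on the OBX side, among them adhesion genes and the keratin gene Krt14. Trp63 itself had a log2 difference of 0.31 (SE 0.08, limma adjusted p = 0.0605), a fold difference of 1.24, from 7.82 ± 0.13 on the control side to 8.13 ± 0.08 (SD, n = 3 mice), and was above 0 in all mice (0.31, 0.37 and 0.23). It passed when adjusted over the list alone, at adjusted p under 0.20, and by the methods' t-test unadjusted. Among its companions Itga6 (log2 difference 0.58, SE 0.12, limma adjusted p = 0.031) and Itgb4 (log2 difference 0.46, SE 0.10, limma adjusted p = 0.0353), which together form the integrin of hemidesmosomes, rose, as did Krt14 (log2 difference 0.47, SE 0.10, limma adjusted p = 0.0346) and Egfr (log2 difference 0.41, SE 0.09, limma adjusted p = 0.0364), the receptor gene for epidermal growth factor. The keratin gene Krt5 gave 0.37 (SE 0.10, limma adjusted p = 0.0558) and the receptor gene Notch1 0.44 (SE 0.12, limma adjusted p = 0.0667). In all 5 of 9 markers were higher and 0 lower (8 when adjusted over the list alone), at 0.60, 0.34 and 0.35 in mice 1, 2 and 3 (camera adjusted p = 0.000552, but adjusted p = 0.369 with an estimated correlation). Without mouse 3 or without mouse 1, 0 passed, without mouse 2, 2, with the median of probe sets 3 and with scaling on the deviation of ribosomal protein genes 0.

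**Figure D2:**
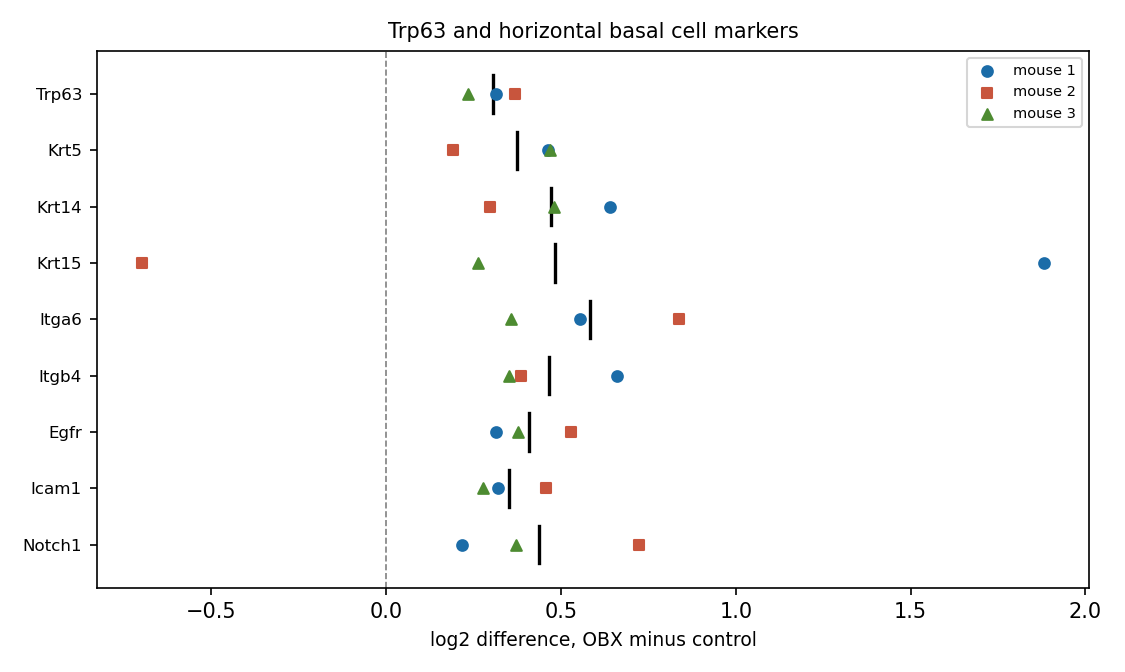
Log2 difference, OBX minus control, of horizontal basal cell genes 5 days after bulbectomy. Each coloured symbol is 1 of the 3 mice, the black tick is the mean of the 3 mice, and the dashed line marks no difference.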

In situ hybridization for Trp63 was consistent with these data, showing a chain of labeled horizontal basal cells throughout the olfactory epithelium both ipsilateral and contralateral to bulbectomy (Figure 4). The presence of as much or more Trp63 mRNA in horizontal basal cells ipsilateral to unilateral bulbectomy as was present contralateral to the lesion eliminates the alternative explanation that Trp63 expression in some other cell type masked a decrease of Trp63 in horizontal basal cells. This is consistent with previous evidence that horizontal basal cells do not contribute much to OSN replacement after bulbectomy when only OSNs are damaged, but instead are activated when both OSNs and sustentacular cells are lesioned [21,23].

**Figure 4:**
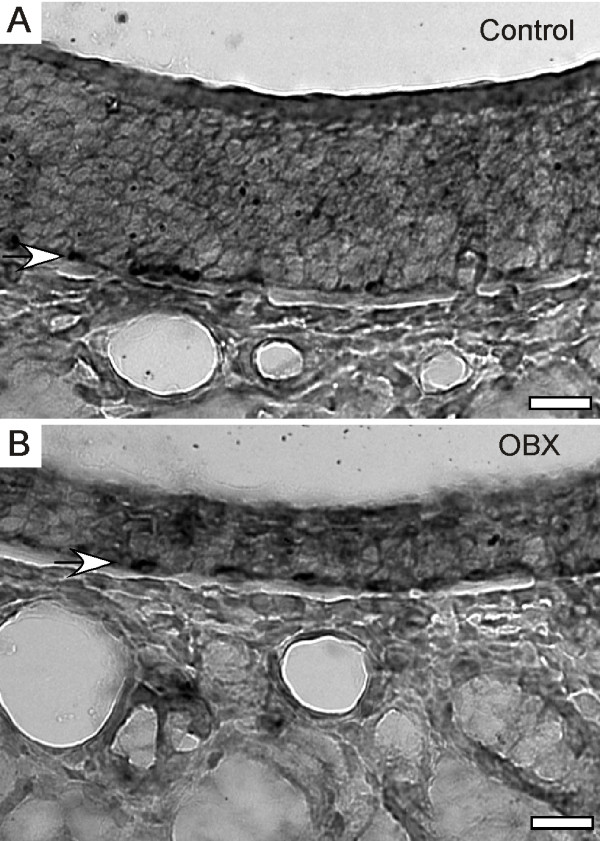
**Trp63 did not decrease in horizontal basal cells after bulbectomy. A**. Trp63 in situ hybridization signal in horizontal basal cells (arrow) on control (contralateral) side. **B**. Trp63 in situ hybridization signal in horizontal basal cells (arrow) ipsilateral to bulbectomy. Images from the dorsal recesses of the same tissue section. Scale bars, 25 μm.

### Early and late events during immature OSN differentiation

Immature OSNs are increasing in prevalence (and perhaps undergoing accelerated differentiation) at 5 days after bulbectomy, so the majority of mRNAs expressed primarily by immature OSNs increased (Figure 2B). However, some mRNAs expressed primarily in immature OSNs decreased instead. 

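Immature OSN markers moved in both directions on the OBX side, and most did not pass. Cxcr4, a chemokine receptor gene of newly formed neurons, rose by 0.57 (SE 0.08, limma adjusted p = 0.0134) and Ablim1, an actin-binding protein gene of growing axons, by 0.46 (SE 0.09, limma adjusted p = 0.0312). Stmn4, a microtubule regulator gene, fell by 0.70 (SE 0.15, limma adjusted p = 0.0362) on the log2 scale. Other markers of this stage lay on both sides of 0: Stmn1 (log2 difference 0.36, SE 0.09, limma adjusted p = 0.0542), which frees tubulin from microtubules, Gap43 (log2 difference 0.10, SE 0.10, limma adjusted p = 0.492) and Stmn2 (log2 difference -0.07, SE 0.10, limma adjusted p = 0.662). Of 17 markers 2 were higher and 1 lower (3 and 2 when adjusted over the list alone), with 0.05, -0.09 and 0.07 in mice 1, 2 and 3, and the list fixed here is shorter than the set of mRNAs that the paper assigns by probability. None passed without mouse 3.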

Existing in situ hybridization data indicate that these differences are not simply errors in cell type assignment. Are these increases and decreases instead merely stochastic variation? If they were, then these two groups of mRNAs would have indistinguishable patterns of P_(sp)_ and P_(in)_ values and functional bioinformatics would neither differ nor even reveal statistically overrepresented biological processes. Neither of these predictions was correct, however. Not only were over-represented categories detected, they differed in ways that correlate with the trajectory of OSN differentiation (Tables 4 and 5). For example, nascent OSNs rapidly extend an apical dendrite and a basal axon that enters the olfactory nerve bundles in the lamina propria even before these cells detectably express the canonical immature OSN marker, Gap43 [55]. Neurite growth not only requires increased trafficking of membranes and a new cytoskeletal organization to support the neurites, but neurite extension in other types of neurons also typically involves focal adhesion proteins [56,57]. The biological processes associated with the immature OSN mRNAs that increased after bulbectomy are therefore linked to neurite growth. Examples of the underlying mRNAs already known to encode proteins important for neurite growth are Ablim1, Nrcam, Sptbn, Tln1, Vcl, Fyn, Rab13 and Itgb1 [58-67].

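Of these neurite genes, Nrcam (log2 difference 0.43, SE 0.09, limma adjusted p = 0.0326), which encodes an adhesion molecule of axons, Tln1 (log2 difference 0.58, SE 0.10, limma adjusted p = 0.02), which links integrins to actin, and Itgb1 (log2 difference 0.39, SE 0.09, limma adjusted p = 0.0373), the β1 integrin gene, rose with Ablim1. Vcl, for vinculin, gave 0.34 (SE 0.09, limma adjusted p = 0.0519), and passed in the fit without the mouse block, while Rab13, a vesicle GTPase gene, gave 0.36 (SE 0.11, limma adjusted p = 0.0792) and Fyn, a kinase gene, 0.28 (SE 0.09, limma adjusted p = 0.0828). For the spectrin written Sptbn the gene tested was Sptbn1, at 0.17 (SE 0.12, limma adjusted p = 0.374). So 4 of 8 rose (7 when adjusted over the list alone), a list the study chose on these samples and so not independent evidence, with 0.29, 0.43 and 0.40 in mice 1, 2 and 3 (camera adjusted p = 0.000958, but adjusted p = 0.397 with an estimated correlation). Focal adhesion genes in general gave 8 of 25 higher and 0 lower (18 when adjusted over the list alone), led by Itgav (log2 difference 0.81, SE 0.09, limma adjusted p = 0.00767) with a list median of 0.34 (camera adjusted p = 2.03e-06, but adjusted p = 0.397 with an estimated correlation). Traffic from endoplasmic reticulum to Golgi had 2 of 28 higher and 1 lower (0 when adjusted over the list alone), Sec24a (log2 difference 0.46, SE 0.10, limma adjusted p = 0.0357) and Lman1 (log2 difference 0.45, SE 0.09, limma adjusted p = 0.031) against Golga2 (log2 difference -0.38, SE 0.08, limma adjusted p = 0.0381), but 0 and 0 without mouse 1, without mouse 3 or with the median of probe sets, 1 and 0 without mouse 2, and 0 and 1 with scaling on the deviation of ribosomal protein genes. Of the 8 and the 25, 1 and 7 passed without mouse 1, 2 and 5 without mouse 2, 0 and 0 without mouse 3, and 0 and 1 with that scaling.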

**Table 5:** Overrepresented biological processes among immature OSN RNAs that decreased after bulbectomy

**Gene ontology term**	**# of Genes**
Protein catabolism (8)	37
Membrane coat, lysosomal sorting vesicles (4)	9
Axon (3)	19
Mitochondrion (1)	60

Ordered by strength of over-representation. Parentheses, number of significant categories combined under one heading.

In contrast, the functional relationships among the immature OSN mRNAs that decreased were more closely associated with the other end of the lifespan of immature OSNs, especially processes that carry over into mature OSNs (Table 5). For example, increased energy production is a function shared by mature and immature OSNs [31], consistent with the overrepresentation of the mitochondrion category. Similarly, the axon category included several mRNAs encoding proteins important for axonal growth that are abundantly expressed in immature OSNs but also continue to be expressed in mature OSNs, such as Ncam1, Ncam2, Crmp1, Dpysl2, Mapk8ip1 [31,55]. 

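Respiratory chain genes fell in 6 of 64 cases and rose in 0. That share is no larger than the 1876 of 14670 genes lower over all genes tested. The 6 included subunit genes of complex I, Ndufv3 (log2 difference -0.44, SE 0.09, limma adjusted p = 0.0275), Ndufs1 (log2 difference -0.40, SE 0.09, limma adjusted p = 0.0344) and Ndufa5 (log2 difference -0.40, SE 0.09, limma adjusted p = 0.0346), and Cox7a2 (log2 difference -0.36, SE 0.08, limma adjusted p = 0.0397) of complex IV. None passed when adjusted over the list alone. The list was slightly lower, with -0.01, -0.24 and -0.18 in mice 1, 2 and 3 (median -0.12, camera adjusted p = 0.00431, but adjusted p = 0.649 with an estimated correlation, adjusted p = 0.0854 without mouse 3 and adjusted p = 0.168 with arrays centred on ribosomal protein genes, where the median was -0.09). The count was 0 without mouse 1, 1 without mouse 2, 0 without mouse 3, 2 with the median of probe sets, 13 by the methods' t-test at unadjusted p, 2 after quantile normalization, 1 with arrays centred on ribosomal protein genes, and 25 with scaling on their deviation.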

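All 5 axon genes fell on the OBX side (5 when adjusted over the list alone), a list the study chose on these samples and so not independent evidence. The adhesion genes Ncam1 and Ncam2, whose proteins line OSN axons, fell by 0.43 (SE 0.09, limma adjusted p = 0.0278) and 0.56 (SE 0.11, limma adjusted p = 0.0298) on the log2 scale. Mapk8ip1, a scaffold gene for kinase signalling and axonal cargo, gave -0.72 (SE 0.09, limma adjusted p = 0.0103), and the collapsin response mediator genes Crmp1 and Dpysl2 gave -0.50 (SE 0.10, limma adjusted p = 0.0272) and -0.37 (SE 0.08, limma adjusted p = 0.0372). Their mean was -0.48, -0.63 and -0.44 in mice 1, 2 and 3 (camera adjusted p = 0.00348, but adjusted p = 0.397 with an estimated correlation). In the fit without the mouse block 3 passed, and without mouse 1, 2 or 3 the counts were 3, 2 and 0.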

The protein catabolism category includes 27 mRNAs that encode ubiquitin ligases, ubiquitin proteases, or proteins that support ubiquitination in other ways; all functions that are likely to be required in both mature and immature OSNs.

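Ube2o, a large ubiquitin-conjugating enzyme gene, fell by 0.76 (SE 0.09, limma adjusted p = 0.00924) on the log2 scale, and Uchl1, a ubiquitin hydrolase gene abundant in neurons, by 0.41 (SE 0.10, limma adjusted p = 0.0475). Of 25 ubiquitin pathway genes, mainly of conjugating enzymes, 2 fell and 0 rose (1 when adjusted over the list alone), and their median of -0.03 did not pass limma's camera test (adjusted p = 0.558). Proteasome subunits had no calls among 30 genes (0 when adjusted over the list alone), with a median of -0.06 (camera adjusted p = 0.4). Without mouse 3, 1 of the 25 passed, and at adjusted p under 0.20, 6 were lower and 2 higher. The paper's 27 mRNAs are not named in it and were not tested as a group here.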

These biases in expression toward either end of the differentiation of immature OSNs were further supported by the distributions of P_(sp)_ and P_(in)_ values, which differed between immature OSN mRNAs that increased versus decreased (Figure 5 and Table 6). Increased immature OSN mRNAs had P_(sp)_ and P_(in)_ value distributions biased toward the Other cell type category, the category that contains the basal cells that are the direct progenitors of the immature OSNs. Decreased immature OSN mRNAs showed the opposite trend, a bias toward mature OSNs and lower probabilities of being specific to immature OSNs. Taken together, these data indicate that the dichotomous behavior of immature OSN mRNAs following bulbectomy was driven by whether the expression of these mRNAs initiates early or late in OSN differentiation, and by whether expression carries over into mature OSNs. In situ hybridization data exists for 5 of the immature OSNs transcripts that decreased (Mapk8ip1, Crmp1, Dpysl2, Emx2, Palm) and they are consistent with this interpretation. They all show detectable expression in mature OSNs along with their strong expression in immature OSNs [31]. Such mRNAs can still show an overall decrease in abundance because mature OSNs are several-fold more abundant than immature OSNs in the adult olfactory epithelium. This fact is a likely explanation for immature OSN mRNAs that decreased after bulbectomy, especially for genes whose expression begins late during the differentiation of immature OSNs. However, we cannot rule out alternatives such as the possibility that the absence of mature OSNs after bulbectomy causes immature OSNs to actively reduce expression of some of their genes to facilitate differentiation or the related idea that the onset of expression of these genes is delayed after bulbectomy.

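Palm, a membrane protein gene of neurites and filopodia, fell by 0.55 (SE 0.09, limma adjusted p = 0.0172) on the log2 scale, and Emx2, a homeobox gene needed for OSN axons to reach the bulb, by 0.35 (SE 0.08, limma adjusted p = 0.0386). With Mapk8ip1, Crmp1 and Dpysl2 that makes 5 of 5 lower (5 when adjusted over the list alone), a list the study chose on these samples and so not independent evidence. The list mean was -0.50 ± 0.06 (SD, n = 3 mice) (camera adjusted p = 0.00336, but adjusted p = 0.387 with an estimated correlation). Without the mouse block 2 passed, and 3, 2 and 0 did without mouse 1, 2 or 3.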

**Figure 5:**
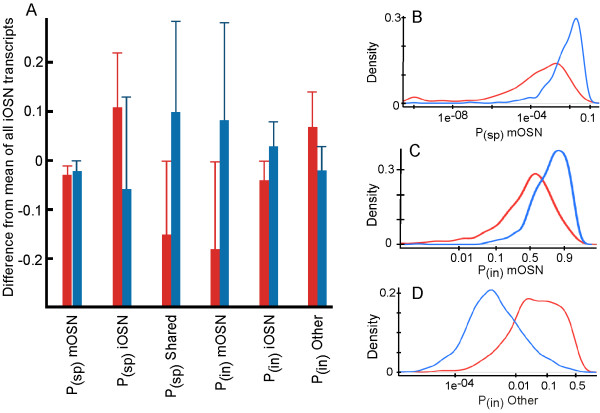
**Immature OSN mRNAs that increased after bulbectomy (red) have an expression pattern distinct from immature OSN mRNAs that decreased after bulbectomy (blue). A**. Decreased mRNAs had higher P_(sp)_ and P_(in)_ values in mature OSN categories (mOSN and Shared categories) while increased mRNAs had higher values in Other cell type and immature OSN-specific categories. Error bars, standard deviations. **B – D**. Examples of the density distributions of the increased and decreased immature OSN transcripts for three measures of cell type expression patterns in the olfactory epithelium. All distribution pairs differed (p = 0.0000 in each case).

**Table 6:** **Immature OSNs mRNAs that were differentially responsive to bulbectomy had distinct patterns of P**_**(sp) **_**and P**_**(in) **_**value averages**

**iOSN mRNA response**	**# genes**	**P(sp) mOSN**	**P(sp) iOSN**	**P(sp) OSN**	**P(in) mOSN**	**P(in) iOSN**	**P(in) Other**
Up	522	.00 ± .01	.41 ± .28	.48 ± .28	.48 ± .28	.89 ± .13	.11 ± .13
Down	578	.01 ± .02	.24 ± .19	.73 ± .19	.74 ± .20	.97 ± .05	.02 ± .05
All	8756	.03	.3	.63	.66	.93	.04

iOSN, immature OSN; mOSN, mature OSN; OSN, shared by both mature and immature OSNs.

Many of the immature OSN mRNAs defined by P_(in)_ immature OSN > 0.5 were included in the set of mRNAs shared by mature and immature OSNs, defined here as P_(sp)_ Shared > 0.5. Not surprisingly, these shared mRNAs also fell into two groups differentially affected by bulbectomy (Figure 2C). This is possible because even though they are expressed by both mature and immature OSNs, many of these mRNAs have visible differences in the amount of in situ hybridization signal, arguing that they are differentially abundant in mature or immature OSNs [31]. Just as with immature OSN mRNAs, these differences were captured quantitatively in the P_(sp)_ and P_(in)_ values. Indeed, shared OSN mRNAs differentially sensitive to bulbectomy had distinct distributions of P_(sp)_ and P_(in)_ values (Table 7). Shared OSN mRNAs that increased had a similar bias toward expression in the Other cell type category while shared OSN mRNAs that decreased had a bias toward mature OSNs.

**Table 7:** **Transcripts expressed by both mature and immature OSNs (OSN) that were differentially responsive to bulbectomy had distinct patterns of P**_**(sp) **_**and P**_**(in) **_**value averages**

**Shared OSN mRNA response**	**# genes**	**P(sp) mOSN**	**P(sp) iOSN**	**P(sp) OSN**	**P(in) mOSN**	**P(in) iOSN**	**P(in) Other**
Up	340	.02 ± .05	.18 ± .13	.70 ± .14	.72 ± ,15	.88 ± . 12	.10 ± .12
Down	955	.10 ± .12	.11 ± .12	.78 ± .11	.88 ± .13	.89 ± .12	.01 ± .04
All	6442	.04	.17	.75	.8	.93	.03

iOSN, immature OSN; mOSN, mature OSN.

### Transcription factors and OSN differentiation

Transcription factors expressed in basal cells or immature OSNs should play critical roles in the shifts in gene expression programs that drive progression through the OSN cell lineage. Combining these new data with our previous study of the genomics of adult olfactory neurogenesis [27], we have detected a total of 203 transcription factor mRNAs that increased 5 – 7 days after bulbectomy when basal cell proliferation is peaking (Additional file 5). 

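Transcription factors of the Additional file 5 list rose on the OBX side in 94 of 191 measured cases and fell in 0 (128 when adjusted over the list alone). The list was drawn in part from these samples, so this is not independent evidence. Named examples are Creb3l4 (log2 difference 0.84, SE 0.09, limma adjusted p = 0.00613), a membrane-bound factor gene of secretory cells, Foxn3 (log2 difference 0.70, SE 0.11, limma adjusted p = 0.017) and the homeobox gene Meis1 (log2 difference 0.66, SE 0.11, limma adjusted p = 0.0181), and Rest (log2 difference 0.59, SE 0.10, limma adjusted p = 0.0203), whose product silences neuronal genes in other cells, rose too. The list moved evenly in the 3 mice, with 0.37, 0.38 and 0.41 in mice 1, 2 and 3 (median 0.37, camera adjusted p = 1.49e-22, but adjusted p = 0.227 with an estimated correlation). Calls varied with the mice and the scaling: 5 without mouse 3, 47 without mouse 1, 55 with the median of probe sets and 23 with scaling on the deviation of ribosomal protein genes, against 111 after quantile normalization, 106 with arrays centred on their median and 153 at adjusted p under 0.20.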

P_(sp)_ and P_(in)_ values predict that nearly all of these are expressed in cell types other than OSNs. Indeed, only four of them have their highest P_(in)_ values in the immature OSN category. 

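Runx1, a transcription factor gene that keeps olfactory precursors dividing, was higher on the OBX side in each mouse, by 0.67, 0.87 and 0.82 in mice 1, 2 and 3. Neurog1 was higher by 0.83, 0.94 and 0.84. Emx2 was lower, at -0.35, -0.34 and -0.37. Of the 3 genes measured here 2 rose and 1 fell (2 and 1 when adjusted over the list alone), a list the study chose on these samples and so not independent evidence, and their list did not pass limma's camera test (adjusted p = 0.194). The fall of Emx2 did not pass without the mouse block (limma adjusted p = 0.112), after quantile normalization, with arrays centred on ribosomal protein genes, or without any 1 of the mice, and without mouse 3 only 1 of the 2 rises passed.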

Given the expectation that adult neurogenesis recapitulates the primary neurogenesis that occurs when the embryonic olfactory epithelium first forms, we were not surprised to find increased abundance of several transcription factor mRNAs from genes whose germ line deletions cause defects in the development of OSNs: Neurog1, Emx2, Six1 and Runx1 [44,47,55,68,69].

Thousands of genes are expressed in the olfactory epithelium and hundreds of them are involved in transcriptional regulation. By identifying the transcriptional regulators that increased five days after bulbectomy and knowing whether these transcripts are present in immature OSNs or non-OSN cell types, we have predicted transcription factors involved in the shifts in gene expression programs that drive neural fate decisions and subsequent steps in OSN differentiation. The key role that basal cells play in driving the formation of OSNs is reflected in the evidence that 98% of the annotated transcriptional regulators that increased after bulbectomy are expressed primarily in non-OSN cell types. Many are already known to be expressed in basal cells, sometimes continuing into immature OSNs, so we hypothesize that others are likely to follow this same pattern of expression. The products of these genes probably help drive basal cells and immature OSNs along the process of OSN differentiation. The coexpression of these transcription factors across cell type and time help identify potential networks of transcriptional regulators.

## Conclusions

A comprehensive catalog of the genes expressed by a cell type is a valuable tool, providing not only a long list of molecular functions performed by the products of each of the genes, but also revealing emergent properties formed by the functional relationships between the encoded proteins. By triggering apoptosis of mature OSNs and causing predictable changes in mRNA abundance, we confirmed the reliability of our previous identification of genes expressed in OSNs [31,32] and were able to further parse genes expressed by immature OSNs into early and late categories – differences that correlate with functions associated with neurite outgrowth versus neuronal homeostasis, respectively. Cell lineages may look like distinct steps when viewed from the perspective of cell morphology or the expression of a few marker genes, but when viewed from the perspective of the entire transcriptome the progression of a cell through the OSN cell lineage appears more gradual. The genes expressed in any given cell type in the lineage initiate (and terminate) expression at widely different points in the lineage.

The molecular underpinnings of adult neurogenesis in the brain often appear to recapitulate events that drive embryonic neurogenesis [70-75]. In the case of the olfactory epithelium a comprehensive assessment of embryonic gene expression is lacking, so a direct comparison is not possible. However, we found extensive similarity with embryonic brain. Of the 1,723 mRNAs increased after bulbectomy, 54% of them were also significantly more abundant during the neurogenic phase of embryonic hippocampal development at age E10.5 – E11.5 compared to a 27% match during the gliogenic phase at age E16.5 [76]. 100 of these shared genes are annotated as regulating transcription. They include Alx1, Ets1, Etv6, Eya2, Eya4, Foxc1, Foxn3, Hey1, Klf3, Meis1, Meis2, Msx1, Mybl1, Myc, Mycn, Neurod1, Neurog1, Otx1, Otx2, Pax3, Pax6, Rest, Runx1, Six1, Six2, Smad3, Smad5, Smad7, Stat1, Stat6, Tbl1x, Tead2, Tead3, and Trp63. 

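Of these regulators of the embryonic hippocampus 26 of 32 measured rose in the epithelium on the OBX side and 0 fell (31 when adjusted over the list alone), a list the study chose on these samples and so not independent evidence. They include Eya4 (log2 difference 0.70, SE 0.08, limma adjusted p = 0.00876) and Eya2 (log2 difference 0.89, SE 0.12, limma adjusted p = 0.0119), co-activator genes of sensory placodes, Pax3 (log2 difference 0.85, SE 0.11, limma adjusted p = 0.00991) and Myc (log2 difference 0.74, SE 0.10, limma adjusted p = 0.0113), which drives growth and division. Runx1 rose by 0.79 (SE 0.09, limma adjusted p = 0.00766). Otx1, Otx2 and Tead3 gave 0.35 (SE 0.09, limma adjusted p = 0.0524), 0.35 (SE 0.10, limma adjusted p = 0.075) and 0.30 (SE 0.08, limma adjusted p = 0.0583), Tbl1x, a corepressor subunit gene, 0.26 (SE 0.09, limma adjusted p = 0.0882), and Hey1, a Notch target gene, 0.05 (SE 0.09, limma adjusted p = 0.705). List means were 0.54, 0.55 and 0.62 in mice 1, 2 and 3 (camera adjusted p = 2.88e-13, but adjusted p = 0.285 with an estimated correlation). Calls numbered 3 without mouse 3, 17 without mouse 1 and 12 with scaling on the deviation of ribosomal protein genes. The hippocampal data themselves are not analysed here.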

The process of producing different types of neurons appears fundamentally similar across two widely different neural structures and ages. However, it would be premature to conclude that these shared genes have identical functions in embryonic brain development and adult olfactory neurogenesis because the integrative nature of transcriptional regulation would allow transcriptional regulators to contribute to distinctly different events in the development of different neural phenotypes.

Significant progress in identifying molecular events that drive adult neurogenesis have long been made by pursuing studies of individual genes, and more recently by applying global expression profiling methods to the problem [27-29,77-80]. We have now achieved a comprehensive characterization of changes in mRNA abundance during adult neurogenesis in one tissue and have been able to specify biological processes active at specific stages in this lineage. A functional overview of the OSN cell lineage that emphasizes the changes resulting from shifts in gene expression patterns can be built by incorporating data from analyses of specific stages in the OSN lineage (Figure 6). Proliferation of neurally fated globose basal cells and changes in transcriptional regulation within these cells produce Neurog1^+^ globose basal cells whose progeny become nascent OSNs characterized by the initial extension of axons and dendrites. Increasing expression of genes involved in vesicular trafficking, cytoskeletal organization, focal adhesion and cholesterol biosynthesis help speed the growth of the neurites and the initial differentiation of immature OSNs [31]. Further immature OSN differentiation is characterized by expression of the components of networks that increase the capacity of these cells to translate proteins, respond to stress, transport proteins and make ATP. These networks carry over into mature OSNs, where the final stages of differentiation are completed by shifting to mature patterns of expression of ion channels, transporters and the final components of synapses and olfactory cilia. Many of the gene products contributing to these functions can now be identified. However, we should not forget that more than half of the genes whose mRNAs change in abundance after bulbectomy either encode proteins with no known function or are annotated only by similarity to other proteins. Many of these unstudied genes are likely to encode proteins involved in the biological processes already identified as supporting adult neurogenesis in the olfactory epithelium, but some may also contribute to functional networks that we have not yet been able to associate with the OSN cell lineage.

**Figure 6:**
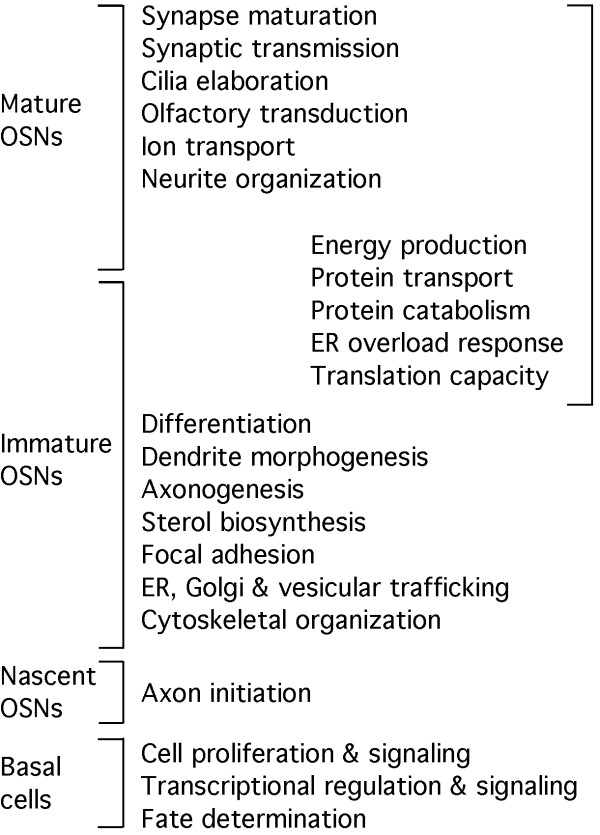
**Overview of selected overrepresented biological processes associated with distinct stages in the OSN cell lineage using data from this study and others [**[31]**,**[32]**,**[55]**].**

## Methods

### Mice

C57Bl/6 mice were purchased from Harlan Laboratories, Inc. (Indianapolis, IN). Mice were housed in the Department of Laboratory Animal Resources at the University of Kentucky. All treatments and procedures used with mice were approved by the university’s institutional animal care and use committee and were consistent with National Institute of Health guidelines on animal use in research.

### Olfactory bulbectomy

Male C57Bl/6 mice, age 6 weeks, were anesthetized with Ketamine/Xylazine (100 mg/kg; 10 mg/kg) i.p., the forehead was shaved, disinfectant applied to this site, and a lubricant (Artificial Tears, Butler Schein, Dublin, OH) was applied to the eyes. A midline incision was made between the eyes and a 1.5 mm hole above one olfactory bulb was drilled in the skull with a diamond-tipped burr. This bulb was removed by aspiration, the cavity filled with Gelfoam® (Pfizer, New York), and the skin was closed with 5-O Ethilon sutures (Ethicon, San Angelo, TX). To enhance recovery, 0.5 ml of warm saline was given subcutaneously. The mice were placed on a heating pad and allowed to recover, then given food and water ad libitum for 5 days.

### RNA isolation and mRNA abundance measurement

Three mice previously subjected to unilateral bulbectomy were euthanized by inhalation of CO_2_, decapitated, and dissected to isolate olfactory epithelia ipsilateral and contralateral to the lesion. These were placed separately into ice-cold TriReagent (Molecular Research Center, Inc., Cincinnati, OH) for homogenization using a polytron. Total RNA was isolated according to the protocol supplied with the TriReagent and stored at -80°C. RNA quantity and quality was determined with a UV spectrophotometer and a model 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA).

Labeling of RNA samples, hybridization to Affymetrix GeneChip® Mouse Exon 1.0 Sense Target Arrays, and scanning of signals were done by the University of Kentucky Microarray Core Facility. Affymetrix Expression Console Software was used for generation of gene level robust multichip analysis values for transcript clusters. These were analyzed at the core annotation level to limit the data to probe sets that map to genes with annotated full-length open reading frames. These data were manipulated in Excel (Microsoft Corp., Redmond, WA). Data from the 10% of genes with the lowest average signal intensities were discarded. Statistical analyses via paired t-tests were done in SAS 9.2 (SAS Institute, Cary, NC). Setting α = 0.05 gave false discovery rates of 19.3% or less. Microarray data are available via the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE45931.

### Bioinformatics

Functional bioinformatics to identify over-represented categories of biological processes, molecular functions and cytoplasmic compartments was done using DAVID (http://david.abcc.ncifcrf.gov/), with Benjamini corrected p-value criteria set at 0.05 [81]. Statistically overrepresented categories supported by less than 10 genes (unless directly linked to other overrepresented functional categories) and extremely broad categories near the top of the Gene Ontology hierarchy were ignored.

### Genes

Mouse genes and mRNAs are displayed according to the gene symbol conventions of Genbank, a repository of the National Center for Biotechnology Information (U.S.A). Gene accession numbers for the genes corresponding to all significantly affected mRNAs are provided (Additional file 1: Table S1).

### In situ hybridization

As we have described previously, the in situ hybridization methods of Ishii and colleagues [82,83] were followed meticulously, using 10–16 μm coronal cryosections of the nasal region of the head [27,32,43]. For each mRNA species, cDNA fragments of several hundred bp were amplified by PCR from olfactory epithelium cDNA and cloned into pBluescript (Additional file 6). The fragments chosen were selected to have less than 80% identity to any other mouse mRNA. Recombinant RNA probes labeled with digoxygenin were prepared for each mRNA species. Sense controls were invariably negative.

Wide-field images were obtained on a Nikon Diaphot 300 inverted microscope using a Spot 2e camera and Spot software version 4.0.6 through a 40x/0.75 numerical aperture Plan Fluor objective or a 4x/0.13 numerical aperture Plan objective. Images were processed in Adobe Photoshop by adjusting size and brightness. Images were combined and labeled in Deneba Canvas (version 8.0).

### Cell type assignments

Previous work profiling mRNA abundance in purified mature and immature OSNs resulted in the estimation of probabilities of expression specific to mature OSNs, to immature OSNs, to both developmental stages of OSNs (shared) and to the residual population of all other cell types in the olfactory epithelium (Other) for every gene whose mRNAs were detected - termed P_(sp)_ values [31]. In addition to specificity, also calculated were the probabilities of mere expression in mature OSNs, immature OSNs and the Other cell type category for all genes whose mRNAs were detected - termed P_(in)_ values. As examples, the values of several cell type specific markers are shown in Table 8. The accuracy of these data, judged by in situ hybridization for 352 mRNAs, was 96% for P_(in)_ value predictions of expression in OSNs and 86% for P_(sp)_ value predictions of specificity. To use these data as quantitative measures of expression pattern similarity among mRNAs affected by bulbectomy, the density distributions of P_(in)_ and P_(sp)_ values of groups of mRNAs that responded similarly to bulbectomy were calculated and then compared by Wilcoxon signed rank test.

**Table 8:** **Examples of P**_**(sp) **_**and P**_**(in) **_**probabilities for olfactory epithelium cell type markers**

**Cell type**	**Marker**	**mOSN P(sp)**	**iOSN P(sp)**	**Shared OSN P(sp)**	**Other P(sp)**	**mOSN P(in)**	**iOSN P(in)**	**Other P(in)**
Sus	Epas1	0.00	0.12	0.00	0.88	0.00	0.12	0.88
Sus	Slc2a3	0.00	0.00	0.00	1.00	0.00	0.00	1.00
mOSN	Omp	1.00	0.00	0.00	0.00	1.00	0.00	0.00
mOSN	Adcy3	1.00	0.00	0.00	0.00	1.00	0.00	0.00
iOSN	Gap43	0.00	0.93	0.06	0.00	0.06	1.00	0.00
iOSN	Stmn2	0.00	0.72	0.28	0.01	0.28	0.99	0.01
GBC	Neurog1	0.00	0.31	0.02	0.66	0.02	0.34	0.66
GBC	Ascl1	0.00	0.02	0.00	0.98	0.00	0.02	0.98
HBC	Trp63	0.00	0.05	0.00	0.95	0.00	0.05	0.95
HBC	Krt5	0.00	0.13	0.00	0.87	0.00	0.13	0.87

Sus, sustentacular cell; mOSN, mature OSN; iOSN, immature OSN; GBC, globose basal cell; HBC, horizontal basal cell; OSN, mature and immature OSNs; Other, non-OSN cell types.

## Abbreviations

OSN: Olfactory sensory neuron.

## Competing interests

The authors declare no competing interests.

## Authors’ contributions

PMH helped conceive the study, did the in situ hybridization, RNA isolations, functional bioinformatics, cared for the mice, and helped draft the manuscript. AJS and PB did statistical analyses. TSM helped conceive the study, did the mouse surgeries and dissections, and helped draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Significant mRNAs; Up list followed by Down list. Click here for file

Additional file 2 Transcripts that increased after bulbectomy even though their P(sp) mature OSN values predict expression in mature OSNs proved to be expressed in non-OSN cell types. Click here for file

Additional file 3 Examples of mature OSN expression patterns of transcripts that went down after bulbectomy. Click here for file

Additional file 4 Transcripts that decreased after bulbectomy even though their P(sp) Other values predict expression in non-OSN cell types proved to be expressed in OSNs. Click here for file

Additional file 5 Differentially abundant transcription factor mRNAs. Click here for file

Additional file 6 DNA fragments used for in situ hybridization probes. Click here for file

# Supplementary material for: Molecular events in the cell types of the olfactory epithelium during adult neurogenesis
**Source:** Mol Brain. 2013 Nov 22;6:49. doi: 10.1186/1756-6606-6-49
**Supplement:** Additional file 2 — Transcripts that increased after bulbectomy even though their P(sp) mature OSN values predict expression in mature OSNs proved to be expressed in non-OSN cell types.

Additional File 2

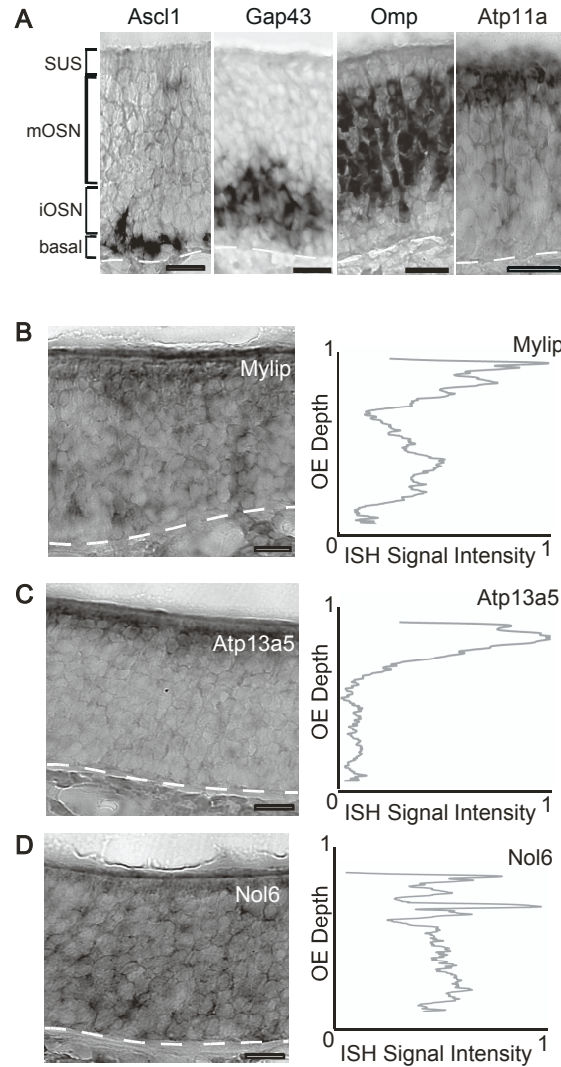

Transcripts that increased after bullectomy even though their P(sp) mature OSN values predict expression in mature OSNs. The 14% error rate in cell type assignments predicts that these events would be detected (Nickell et al., 2012).

A. Guide to the cell body layers of the olfactory epithelium at 3 weeks of age using cell type specific markers. B. Mylip was detected primarily in the sustentacular (SUS) cell layer. C. Atp13a5 was also detected in the sustentacular (SUS) cell layer. D. Nol6 expression did not correspond well with any specific cell body layer. The profiles of in situ hybridization signal strength (to the right of the images) highlight the cell layers where expression occurs. Scale bars, 20 μ m.

# Supplementary material for: Molecular events in the cell types of the olfactory epithelium during adult neurogenesis
**Source:** Mol Brain. 2013 Nov 22;6:49. doi: 10.1186/1756-6606-6-49
**Supplement:** Additional file 3 — Examples of mature OSN expression patterns of transcripts that went down after bulbectomy.

Additional file 3

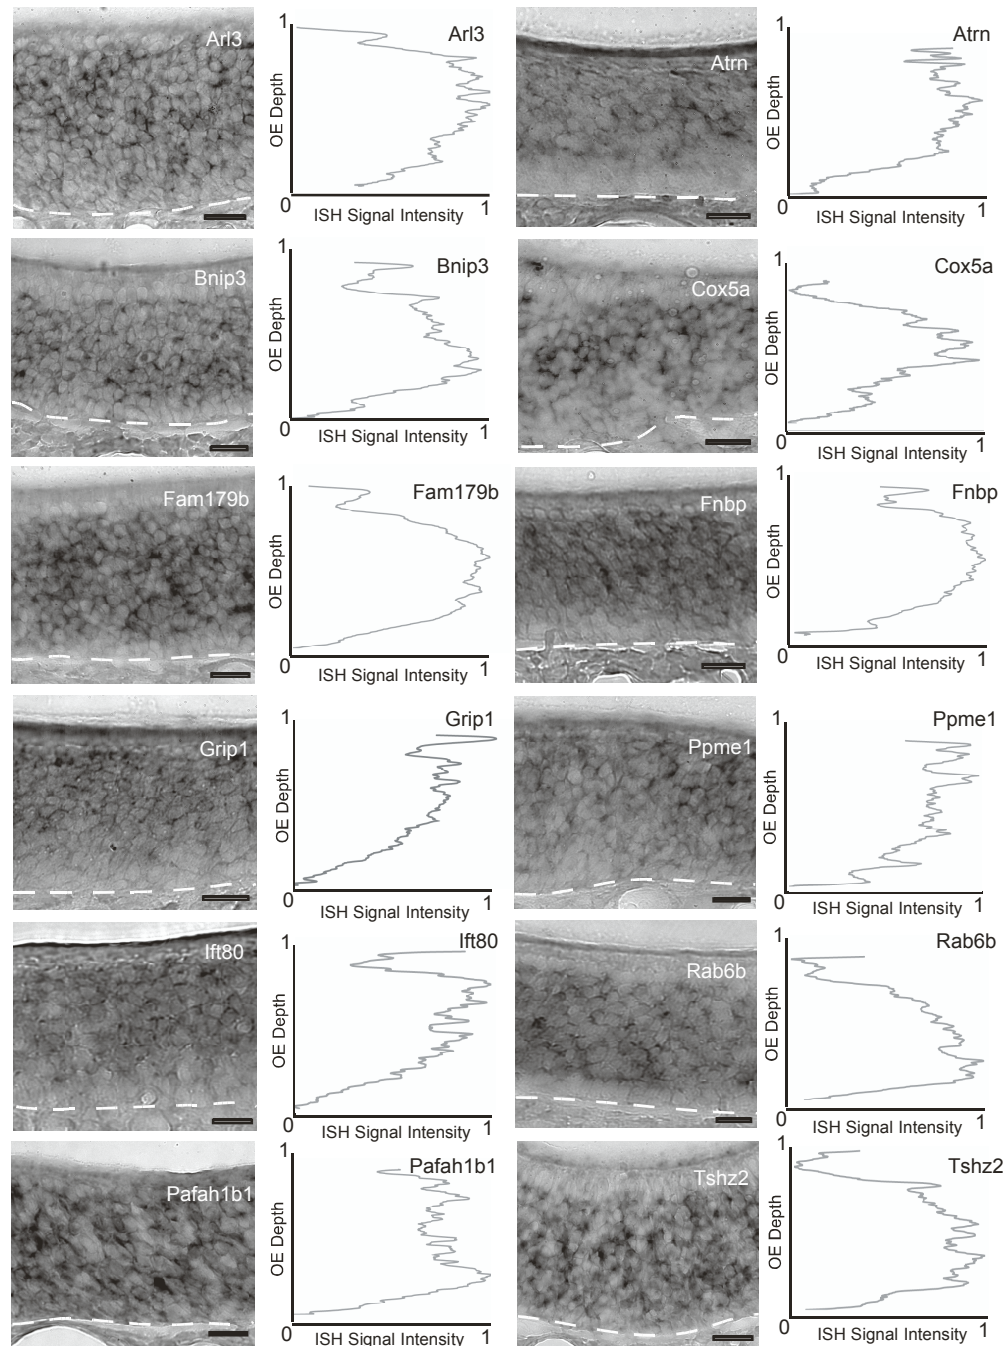

Examples of mature OSN expression patterns of transcripts that went down after bulbectomy. Profiles of in situ hybridization signal strength show high levels across the middle of the olfactory epithelium, the location of OSN cell bodies. The profiles of in situ hybridization signal strength (to the right of the images) highlight the cell layers where expression occurs. Scale bars, 20µm.

# Supplementary material for: Molecular events in the cell types of the olfactory epithelium during adult neurogenesis
**Source:** Mol Brain. 2013 Nov 22;6:49. doi: 10.1186/1756-6606-6-49
**Supplement:** Additional file 4 — Transcripts that decreased after bulbectomy even though their P(sp) Other values predict expression in non-OSN cell types proved to be expressed in OSNs.

Additional file 4

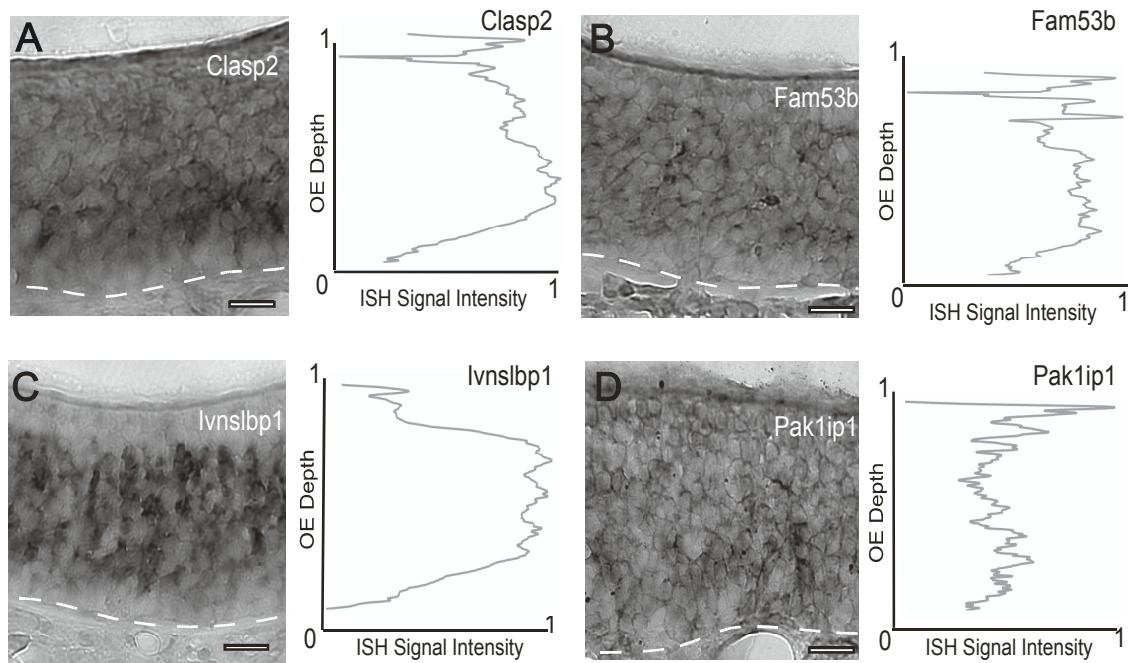

Transcripts that decreased after bullectomy even though their P(sp) Other values predict expression in non-OSN cell types were expressed primarily in the OSN layers of the olfactory epithelium. The 4% error rate in OSN versus non-OSN cell type assignments predicts that such events would be detected (Nickell et al., 2012). A. Clasp2 in situ hybridization detected expression in the OSN layers. B. Fam53b was also detected primarily in the OSN layers. C. Ivns1bp1 was strongly detected in the OSN layers. D. Pak1ip mRNA was detected weakly in the OSN layers. The profiles of in situ hybridization signal strength (to the right of the images) highlight the cell layers where expression occurs. Scale bars, 20 μ m.

How the deposited data were processed for this re-analysis (not part of the article)

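Olfactory epithelium of 3 male mice was profiled 5 days after unilateral bulbectomy, ipsilateral (OBX) and contralateral (control) to the surgery, on 6 Affymetrix Mouse Exon 1.0 ST arrays, 1 per side and mouse. The authors processed the arrays by robust multichip analysis (RMA) in Affymetrix Expression Console, whose versions and genome build are not given in the sources used here. The log2 values used are as deposited by the authors, who made them by RMA (background correction, normalization across arrays and one value per exon-level probe set), and run from 1.21 to 15.17 over the 6 arrays. The paper's methods describe gene-level values of transcript clusters at the core level, so the gene-level step was repeated here. Raw array files were not used here. Of 229581 probe sets, the 208397 that the platform annotation gives to exactly 1 gene symbol were summarised per gene and array by Tukey's median polish. Symbols were brought up to date with a RefSeq table: 14132 were current, 2099 were updated, 25 were kept because an update would have merged 2 genes, and 43 were not in that table. Single probe sets represent 542 of the 16299 genes. A few genes that the paper or the lists name are not reported here.

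The 10% of genes with the lowest mean signal were left out, as in the paper, which left 14670. They were fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, tables read with data.table 1.17.8), with side as the effect and mouse as a block, two-sided moderated tests and Benjamini-Hochberg adjustment, with a threshold of 0.05. The pairing of sides comes from the sample labels and the methods. After removal of each side's mean, the 2 sides of a mouse correlated over genes at r = -0.07, 0.27 and 0.24 in mice 1, 2 and 3, so the arrays show the pairing weakly. The differences between sides correlated between mice at r = 0.694 to 0.826. Genes to name were set by a rule before the data were examined: every gene the paper names, the 10 largest changes in each direction past the threshold with the same sign in 3 mice (odorant receptors beyond the first 3 passed over), up to 4 members of each list with the smallest p, and the 5 genes with the smallest p for exon usage. The text leaves some of these out, also among the largest changes and for exon usage, so the genes shown are a choice within the rule. The paper's own gene names and tables had been read by then.

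Gene lists numbered 53, covering cell types of the epithelium and its stroma, functions of OSNs, cell division, metabolism, immune response, and sets of genes the paper names. All but the transcription factors, which were read from Additional file 5, were written down before the data were examined. For each list the members past the threshold were counted, over all genes and adjusted over the list alone, and the list was tested against all other genes with limma's camera, once with a preset correlation of 0.01 and once with an estimated one, with Benjamini-Hochberg adjustment over the lists. Many marker genes are expressed in more than 1 cell type of the tissue. Exon usage was tested with limma's diffSplice (Simes test per gene) on genes with at least 4 probe sets after the lowest 10% of probe sets by signal were left out. Receptor clusters were formed from gene order with a gap of 1 Mb and permuted 10000 times. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

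The steps were tested on simulated data of the same size. With 200 changed genes among 14670 and 5 false calls, recovery rose with the size of the change as given in the text. A list shifted by 0.5 was recovered with the preset correlation and had an adjusted p = 0.183 with an estimated correlation, so a shift of that size did not pass the second form. Exon usage shifted by 1.5 was recovered in 100% of 200 genes, with 8 false calls among 13267. Alternatives set before the data were examined changed one choice at a time: no mouse block, the methods' paired t-test unadjusted and adjusted, an adjusted p under 0.20, no signal filter or the lowest 30% left out, eBayes with trend and robust, quantile normalization, centring of each array on its median or on the median level of ribosomal protein genes, the mean or median of probe sets, and leaving out each mouse. Scaling on the median deviation of ribosomal protein genes, and exon usage over the middle of the signal range, were chosen after seeing the data. The in situ hybridization images, the cell type probabilities and the hippocampal data of the paper are not analysed here, nor are functional categories tested by overrepresentation.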

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

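Tests of Chil3 and Chil4 and the restriction of exon usage to the middle of the signal range were chosen only after the result was seen. The test of more macrophages was first made with the errors of the 2 genes taken as independent, which gave 2.18 and 2.36 standard errors and would have excluded it, and its spread and bounds were changed after that. Groups of 3 arrays were not tested for outlying samples.

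Exon usage, a level of the arrays that the paper does not report, differed between the sides in 1066 of 13267 genes (limma diffSplice), and in 618 without the mouse block and 153 without mouse 3. In Slc24a4, for example, 1 of 18 probe sets, its dimmest (control signal 8.57), had a log2 difference of 0.66 ± 0.42 (SD, n = 3 mice) where the gene fell by 1.00 on the log2 scale (exon usage adjusted p = 2.17e-12, limma), and in Dlg4 1 of 20, at a control signal of 4.89 where the others lie from 8.53 to 10.86, had 1.08 ± 0.48 (SD, n = 3 mice) where the gene gave -0.78 (exon usage adjusted p = 1.76e-11). The test pools the scatter of all probe sets of a gene, which share the same arrays. Its p-values therefore do not measure the spread between mice. Among 3615 genes with no change in overall level 173 had a call. The bound set for the test was 53.3, the number of false calls that the threshold allows over all 1066. That allowance may be too low, since a swap of the sides gave up to 119 calls. No conclusion on muted signal near background or saturation is therefore drawn for those genes. Among genes that changed, 13.5% had a call with probe sets from the middle of the signal range and 18.6% with all, between the bounds set for the test, so muted signal cannot be told apart from a change of exon usage there. The 4 within-mouse swaps of the sides, of which 1, the real one, reached its value, are too few for a share under 0.05 (1066 genes against 119 at most in the others), and isoforms that differ between the cell types lost and gained remain open and untested.

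Chil3 and Chil4 rose more than any of the 26 macrophage markers, with 2.09, 3.20 and 4.42 for Chil3 and 2.16, 3.37 and 3.82 for Chil4 in mice 1, 2 and 3. More macrophages with unchanged levels per cell would keep both near the macrophage markers, and they were set against Gpnmb, the highest of these. The smaller mean excess over Gpnmb was 1.02 on the log2 scale. In mice 1, 2 and 3 the excess was 0.42, 0.24 and 2.75 for Chil3 and 0.49, 0.42 and 2.14 for Chil4 (1.41 and 1.81 within-mouse standard errors). The excess over Gpnmb therefore rests on mouse 3. With 3 mice that comparison cannot tell more macrophages apart from higher levels per cell. It depends on the choice of Gpnmb, since the mean of the 26 markers was lower, at 0.55, 1.10 and 0.63 in mice 1, 2 and 3. Both genes lay above that mean in each mouse. The means of neutrophil markers (-0.33, 0.21 and 1.86 in mice 1, 2 and 3) and erythroid markers (-0.72, -0.19 and 1.6) were also highest in mouse 3. Carry-over of respiratory epithelium as a whole, which would need a median of about 1 or more over its 12 markers, is argued against by a median of -0.107 (0.05 without mouse 2, where 4 of the 12 passed as higher). The list mixes genes of motile cilia that fell with secretory markers such as Agr2 (log2 difference 0.45). Its median therefore does not speak for secretory cells alone. Signal shared between the 2 paralogs and RNA of blood cells in mouse 3 remain open, and no test of them was made. A change in the state of macrophages or epithelial cells after bulbectomy is a candidate explanation, not tested here.

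Omp fell less than the median of the mature OSN markers (-1.01 against -1.41), and its call was lost by the methods' t-test and without mouse 3 (limma adjusted p = 0.0696). Saturation of bright probe sets could mute its fall. In 151 genes that fell, bright probe sets changed less than middling probe sets of the same gene by a median of 0.125 (SE 0.0227), between the bounds of 0.1 and 0.2 set for the test, so saturation cannot be told apart from a smaller loss of Omp. No biological explanation was tested.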

How the results depend on the processing

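Scaling on the median deviation of ribosomal protein genes and exon usage in the middle of the signal range were chosen only after the result was seen. Counts below are of genes past the threshold, for all genes, mature OSN markers (main value 15 lower), macrophage markers (10 higher), odorant receptors (601 lower), mitosis genes (23 higher), lysosome genes (16 higher) and the Additional file 5 transcription factors (94 higher). Both gene counts stayed within 1.5 times their main values under no mouse block (1278 higher, 1543 lower), the methods' t-test unadjusted, no filter, the lowest 30% left out, trend and robust, quantile normalization, both planned centrings and the mean of probe sets. The larger count changed sides within that range, with 1899 higher and 1717 lower after quantile normalization and 2057 and 1807 with centring on the median level of ribosomal protein genes, against 1450 and 1876. That centring does not remove the change of ribosomal protein genes, whose median difference was 0.26 under it, 0.23 in the main scaling and 0.03 with scaling on their median deviation. In the 10 splits of the 6 arrays into 3 and 3, 1, the real one, gave 2821 genes without the block and the highest other 0, and 10 splits are too few for a share under 0.05.

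Without the mouse block 4 macrophage markers passed, and by the methods' t-test unadjusted 5. After Benjamini-Hochberg that t-test gave 0 genes higher and 1 lower, 0 mature OSN markers, 0 macrophage markers, 1 odorant receptor, 0 mitosis genes, 0 lysosome genes and 0 transcription factors, where the unadjusted test gave 1605 higher and 2233 lower and a t-test on 3 differences has 2 degrees of freedom. At adjusted p under 0.20 there were 3452 higher, 3541 lower, 24 macrophage markers, 26 lysosome genes and 153 transcription factors. With the lowest 30% left out 16 macrophage markers and 330 odorant receptors passed, the latter because fewer receptors were tested, with trend and robust 16 macrophage markers, and with centring on ribosomal protein genes 24. With scaling on their median deviation 373 genes were higher and 4130 lower, with 4 macrophage markers, 13 mitosis genes, 3 lysosome genes and 23 transcription factors, since it lowers all differences. The median of probe sets gave 930 higher, 9 lysosome genes and 55 transcription factors. Where no construction is named the cause was not tested.

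Leaving out each mouse, with fewer samples, gave 62 to 1115 genes higher, 819 to 1560 lower, 14 to 15 mature OSN markers, 5 to 13 macrophage markers, 491 to 598 odorant receptors, 2 to 22 mitosis genes, 1 to 12 lysosome genes, 5 to 68 transcription factors and 153 to 1212 genes for exon usage, the lowest counts of genes without mouse 3. List medians ran from -1.62 to -1.19 for mature OSNs, 0.54 to 0.86 for macrophages, -1.71 to -1.55 for receptors, 0.71 to 0.86 for mitosis, 0.21 to 0.32 for lysosomes and 0.36 to 0.37 for transcription factors. With an estimated correlation the same medians (-1.41, 0.73, -1.65, 0.78, 0.26 and 0.37) had limma camera adjusted p = 0.397, 0.397, 0.285, 0.397, 0.424 and 0.227. Exon usage gave 641 genes with the lowest 30% of probe sets left out, 618 without the block, 601 with the F test and 500 in the middle of the signal range, of which 484, 574, 483 and 384 were among the 1066. Of 264 named genes the fit without the block left 238 as they were, ended 22 calls and added 4, and of 53 list shifts it ended 2. Calls of named genes ended and added were 64 and 6 without mouse 1, 50 and 3 without mouse 2, 135 and 0 without mouse 3, 52 and 5 with the median of probe sets, and 6 and 15 after quantile normalization. Of the 3326 called genes, 7 changed sign with the median of probe sets, where they did not pass, and 0 under any other setting, while 1 gene called only with the median of probe sets and 1 called only without mouse 2 had the opposite sign in the main comparison. No called list changed its direction in the camera test, though the median of mitochondrial beta-oxidation genes, 0.20, was -0.00142 with scaling on the deviation of ribosomal protein genes, while 42 values that passed in neither setting did. Signal over background limits the dimmest genes, among them the 158 odorant receptors that the filter leaves out.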

Differences from the paper's values

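Values of Additional file 1 were read for comparison. The copy used holds its first 1998 entries, all 1723 increased and 275 of the decreased mRNAs, and of these 1879 were matched by name to a gene here, with r = 0.962 and 98.4% of the same sign. The alternatives named were set before the data were examined unless stated. The paper called genes by paired t-tests at an unadjusted p under 0.05, with a stated bound on the false discovery rate above 0.05. Passing here means an adjusted p under 0.05, which is stricter, so a gene can fail to pass through the threshold alone.

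For Trp63 the paper gives p = 0.0012 and the value here is 0.0154 before adjustment (limma), or 0.0159 by the methods' t-test, and none of the alternatives comes within 1.5 times of the paper's p. Of 39 genes compared, 2 differ by more than the spread between mice, and 12 do with the median of probe sets, 9 after quantile normalization, 5 with arrays centred on their median or on ribosomal protein genes, 5 without mouse 1, 4 with the mean of probe sets and 1 without mouse 2. Both values of a gene come from the same arrays, so this rule also marks small gaps where the mice were close. The counts do not measure disagreement with the paper. For Elovl6 the paper's log2 difference is 0.6377 and the value here 0.5391, with no difference after quantile normalization and a difference under the others. For Pax6 the paper's is 0.6248 and the value here 0.5982, with no difference after quantile normalization, with arrays centred on their median or on ribosomal protein genes, with the median of probe sets and without mouse 2, and a difference under the others.

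The paper states that Trp63 increased, and here its adjusted p was 0.0605 (limma, log2 difference 0.31, above 0 in 3 of 3 mice). It passed by the methods' t-test unadjusted, at adjusted p under 0.20, with the lowest 30% left out, after quantile normalization, with arrays centred on their median and with the mean of probe sets. The paper lists Emx2 among factors that increased when it treats germ line deletions, and among decreased mRNAs elsewhere, and here it fell by 0.35 on the log2 scale. That call ends without the mouse block (limma adjusted p = 0.112), by the methods' t-test after Benjamini-Hochberg, after quantile normalization, with arrays centred on ribosomal protein genes, and without any 1 mouse, with values below 0 in each. Among decreased mRNAs it names, Cox5a, Grip1, Togaram1, Clasp2 and Pak1ip1 did not pass here. Cox5a, Grip1 and Clasp2 passed by the methods' t-test unadjusted and at adjusted p under 0.20, Togaram1 at adjusted p under 0.20, Pak1ip1 by the methods' t-test unadjusted, and Cox5a also with the lowest 30% left out and with trend and robust. Scaling on the deviation of ribosomal protein genes, chosen after seeing the values, called Cox5a, Grip1, Togaram1 and Clasp2, and ended 68 of the calls among named genes.

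Among increased mRNAs it names, Atp13a5 passed when adjusted over its list alone, and over all genes at adjusted p under 0.20, with trend and robust, after quantile normalization and with the median of probe sets, and Nol6 only by the methods' t-test unadjusted. Over all genes, Acsl1 passed at adjusted p under 0.20, with trend and robust and after quantile normalization, Rab13 at adjusted p under 0.20 and with the mean of probe sets, and Fyn at adjusted p under 0.20 and by the methods' t-test unadjusted. Vcl passed in the fit without the mouse block (adjusted p = 0.0458, limma) and under 7 other settings: the methods' t-test unadjusted, adjusted p under 0.20, the lowest 30% left out, trend and robust, quantile normalization, centring on the median and the mean of probe sets. Otx1 passed under the same 7 and with the median of probe sets. Tead3 passed under those 7 other than trend and robust, Otx2 at adjusted p under 0.20, with trend and robust and after quantile normalization, and Tbl1x by the methods' t-test unadjusted, at adjusted p under 0.20 and after quantile normalization. Hey1 and the spectrin gene Sptbn1 passed under none of the settings.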

Other observations

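Genes named at the end of this part for their spread between mice were chosen after their values were seen. Of 7 genes of MHC class II, which presents peptides to helper T cells, 4 rose (5 when adjusted over the list alone), H2-Ab1 (log2 difference 0.86, SE 0.16, limma adjusted p = 0.024), H2-Aa (0.66), H2-Eb1 (0.80) and Cd74 (log2 difference 0.98, SE 0.24, limma adjusted p = 0.0463), with 0.38, 0.93 and 0.40 in mice 1, 2 and 3 (camera adjusted p = 0.00432, but adjusted p = 0.494 with an estimated correlation). The count was 0 without the mouse block, 0 without mouse 3 and 0 with scaling on the deviation of ribosomal protein genes. Interferon response genes moved both ways, with 6 of 15 higher and 2 lower (7 and 2 when adjusted over the list alone). The GTPase gene Gbp2 (log2 difference 0.67, SE 0.10, limma adjusted p = 0.0133) and Ifi44 (log2 difference 0.86, SE 0.12, limma adjusted p = 0.0131) rose while Ifit1 (log2 difference -1.28, SE 0.10, limma adjusted p = 0.00366) and Ifit2 (log2 difference -1.06, SE 0.17, limma adjusted p = 0.0166), which encode sensors of foreign RNA, fell (camera adjusted p = 0.0315, but adjusted p = 0.397 with an estimated correlation, and adjusted p = 0.469 and 0 higher without the block), with 2 higher without mouse 1 and 0 without mouse 3.

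Among regulators of apoptosis 4 of 17 rose (4 when adjusted over the list alone), with the initiator caspase gene Casp8 (log2 difference 0.93, SE 0.10, limma adjusted p = 0.00613), Ripk1 (0.49), Tnfrsf1a (0.54) and Bak1 (0.53), and 1 without mouse 3, 2 without mouse 1, and 1 higher with 4 lower when scaled on the deviation of ribosomal protein genes (camera adjusted p = 0.0785, and adjusted p = 0.0479 with the mean of probe sets). Of the 11 measured mRNAs that the paper probed by in situ hybridization for a macrophage pattern like that of Cd68, 10 rose (11 when adjusted over the list alone), a list the study chose on these samples and so not independent evidence, with Litaf (log2 difference 0.55, SE 0.09, limma adjusted p = 0.0158) and Ifi30 (log2 difference 0.76, SE 0.14, limma adjusted p = 0.0216) next to the cathepsins (camera adjusted p = 1.96e-06, but adjusted p = 0.302 with an estimated correlation), and 1 without mouse 3 and 2 with that scaling. Neutrophil markers had 1 of 10 higher (0 when adjusted over the list alone), Mmp9 (log2 difference 0.88, SE 0.22, limma adjusted p = 0.0488), with 0 without the mouse block, mouse 2 or mouse 3 and 6 with arrays centred on the median level of ribosomal protein genes, and differed between mice (-0.33, 0.21 and 1.86 in mice 1, 2 and 3, camera adjusted p = 0.0814, and adjusted p = 0.00385 without mouse 1 and 0.0057 with arrays centred on ribosomal protein genes).

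In the unfolded protein response, which is active in OSNs that choose a receptor, 3 of 13 genes fell (4 when adjusted over the list alone): Atf5 (log2 difference -0.79, SE 0.09, limma adjusted p = 0.00795), Ppp1r15a (log2 difference -0.80, SE 0.10, limma adjusted p = 0.00924) and Dnajb9 (log2 difference -0.48, SE 0.10, limma adjusted p = 0.0332) (camera adjusted p = 0.0455, but adjusted p = 0.515 with an estimated correlation), and 0 without mouse 3 and 7 with scaling on the deviation of ribosomal protein genes. Cholesterol synthesis had 1 of 19 lower (0 when adjusted over the list alone), Fdft1 (log2 difference -0.43, SE 0.08, limma adjusted p = 0.0263), and 0 without any 1 mouse (camera adjusted p = 0.579). Ribosomal protein genes had 1 of 45 lower (0 when adjusted over the list alone), Rpl17 (log2 difference -0.63, SE 0.09, limma adjusted p = 0.0141), and a median of 0.23 (camera adjusted p = 7.09e-05, but adjusted p = 0.515 with an estimated correlation), with 0 lower without mouse 3, 4 higher after quantile normalization and 22 higher at adjusted p under 0.20. Cartilage, bone and muscle markers had 2 of 11 higher (1 when adjusted over the list alone), Ibsp (log2 difference 0.96, SE 0.17, limma adjusted p = 0.0224) and Comp (log2 difference 0.49, SE 0.12, limma adjusted p = 0.0467) (camera adjusted p = 0.275, with 4, 1 and 0 higher without mouse 1, 2 or 3), erythroid markers 0 of 3, with a median of 0.26 and means of -0.72, -0.19 and 1.6 in mice 1, 2 and 3, and vomeronasal markers 2 of 4 higher (2, and 2 lower, when adjusted over the list alone), Meis2 (log2 difference 0.79, SE 0.10, limma adjusted p = 0.0105) and Gnai2 (log2 difference 0.55, SE 0.12, limma adjusted p = 0.0369), which other cells also express (camera adjusted p = 0.579, with 1 higher without mouse 2, 0 without mouse 3 and 0 with the median of probe sets). Of the 9 measured cell type markers of Table 8, 2 rose and 2 fell (4 and 2 when adjusted over the list alone, camera adjusted p = 0.243), with 4 higher after quantile normalization and 1 and 1 without mouse 3. List tests not given at a claim were camera adjusted p = 0.0312, but adjusted p = 0.486 with an estimated correlation for sustentacular detoxification, camera adjusted p = 0.0353, but adjusted p = 0.522 with an estimated correlation for microvillous cells, camera adjusted p = 0.0224, but adjusted p = 0.515 with an estimated correlation for ensheathing glia and camera adjusted p = 0.00523, but adjusted p = 0.56 with an estimated correlation for endothelium, and camera adjusted p = 0.937 for T and NK cells, 0.735 for B cells, 0.588 for erythroid cells, 0.484 for immature OSNs, 0.243 for traffic to the Golgi and 0.243 for the Notch pathway. Without mouse 2 the calls of ensheathing glia (limma camera adjusted p = 0.273), the unfolded protein response (adjusted p = 0.0661) and interferon response (adjusted p = 0.0501) were lost, without mouse 1 those of microvillous cells (adjusted p = 0.092) and sustentacular detoxification (adjusted p = 0.0786), and without mouse 3 those of interferon response (adjusted p = 0.0657), detoxification (adjusted p = 0.069) and the unfolded protein response (adjusted p = 0.107). Other settings also ended calls: quantile normalization those of detoxification (limma camera adjusted p = 0.0564), ensheathing glia (0.0589) and interferon response (0.0726), centring on ribosomal protein genes those of detoxification (0.0784), the unfolded protein response (0.111) and interferon response (0.0852), the median of probe sets those of detoxification (0.0563) and the unfolded protein response (0.0769), and the lowest 30% left out that of interferon response (0.0889).

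Odorant receptors fell by unequal amounts, and receptors of the same genomic cluster may have fallen by like amounts. Over 692 receptors in 28 clusters of at least 5, the variance between clusters exceeded that of all 10000 permutations of receptors over clusters (p = 1e-04, the smallest they can give). Cluster medians ran from -2.21 (5 receptors, Olfr1356 to Olfr57, SD 1.00 over receptors) to -0.07 (5 receptors, Olfr1512 to Olfr1507, SD 1.22), and the largest cluster, 132 receptors from Olfr992 to Olfr1271, had -1.70 (SD 0.86). Differences in brightness between clusters are argued against: after removal of the trend with control signal the share of variance between clusters was 17.0%, above the 3.81% of the median permutation, with a permutation p = 1e-04 that is again the smallest 10000 permutations can give. Probe sets that bind several receptors of a cluster, and zones of the epithelium that were sampled or lost unequally, remain open and untested.

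A few secreted protein genes differed widely between mice and did not pass: Pip had log2 differences of 4.78, -0.84 and 0.34 in mice 1, 2 and 3, Mup5 3.33, -0.46 and 1.29, Cabs1 2.61, -1.06 and 3.04 and Crisp1 3.78, 0.99 and -1.15.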
